# Differential regulation of immune responses and macrophage/neuron interactions in the dorsal root ganglion in young and adult rats following nerve injury

**DOI:** 10.1186/1744-8069-5-70

**Published:** 2009-12-10

**Authors:** David Vega-Avelaira, Sandrine M Géranton, Maria Fitzgerald

## Abstract

**Background:**

Neuropathic pain is an apparently spontaneous experience triggered by abnormal physiology of the peripheral or central nervous system, which evolves with time. Neuropathic pain arising from peripheral nerve injury is characterized by a combination of spontaneous pain, hyperalgesia and allodynia. There is no evidence of this type of pain in human infants or rat pups; brachial plexus avulsion, which causes intense neuropathic pain in adults, is not painful when the injury is sustained at birth. Since infants are capable of nociception from before birth and display both acute and chronic inflammatory pain behaviour from an early neonatal age, it appears that the mechanisms underlying neuropathic pain are differentially regulated over a prolonged postnatal period.

**Results:**

We have performed a microarray analysis of the rat L4/L5 dorsal root ganglia (DRG), 7 days post *spared nerve injury*, a model of neuropathic pain. Genes that are regulated in adult rats displaying neuropathic behaviour were compared to those regulated in young rats (10 days old) that did not show the same neuropathic behaviour. The results show a set of genes, differentially regulated in the adult DRG, that are principally involved in immune system modulation. A functional consequence of this different immune response to injury is that resident macrophages cluster around the large A sensory neuron bodies in the adult DRG seven days post injury, whereas the macrophages in young DRG remain scattered evenly throughout the ganglion, as in controls.

**Conclusions:**

The results show, for the first time, a major difference in the neuroimmune response to nerve injury in the dorsal root ganglion of young and adult rats. Differential analysis reveals a new set of immune related genes in the ganglia, that are differentially regulated in adult neuropathic pain, and that are consistent with the selective activation of macrophages around adult, but not young large A sensory neurons post injury. These differences may contribute to the reduced incidence of neuropathic pain in infants.

## Background

Physiological pain is an acute experience that results from the activation of peripheral nociceptors in injured and inflamed tissues and which normally passes when the stimulus ceases. In contrast, neuropathic pain is an apparently spontaneous experience triggered by abnormal physiology of the peripheral or central nervous system, which evolves with time. Neuropathic pain arising from peripheral nerve injury is characterized by a combination of spontaneous pain, hyperalgesia and allodynia and as it is poorly relieved by conventional analgesics, it is a significant clinical problem [1]. Neuropathic pain is less common in children than in adults. Although it has been reported in very young paediatric patients [2], there is no evidence of this type of pain in infancy; brachial plexus avulsion, which causes intense neuropathic pain in adults, is not painful when the injury is sustained at birth [3]. Consistent with this, persistent mechanical allodynia does not develop in spared nerve injury (SNI) and chronic constriction injury (CCI) rat models of neuropathic pain, if the injury is performed younger than 4 weeks of age [4]. Furthermore, in the spinal nerve ligation model (SNL), neuropathic symptoms resolve faster in younger animals [5]. Since infants are capable of nociception from before birth and display both acute and chronic inflammatory pain behaviour from an early neonatal age [6], it appears that the mechanisms underlying neuropathic pain are differentially regulated over a prolonged postnatal period.

The mechanisms underlying neuropathic pain in adults involve molecular and cellular changes in both the peripheral and central nervous system to produce the characteristic intensity and prolonged time course of the pain [7,8]. Increased focus has been placed upon the role of neuroimmune interactions in animal models of persistent pain suggesting that the major stimulus for the underlying neuronal hypersensitivity in chronic pain states involves activation of glial cells, which when stimulated, increase production of a host of inflammatory/algesic mediators, such as cytokines and chemokines [9,10]. In the peripheral nervous system, primary afferent neurons in the dorsal root ganglion (DRGs) [11] interact with two main types of non-neuronal cells in chronic pain states: satellite cells which surround neurons and control their chemical environment [12] and resident macrophages that are activated by nerve damage and inflammation [13-15].

Our overall aim is to discover why nerve injury induced neuropathic pain does not occur or is rapidly resolved in young animals, while it is intense and prolonged in adults. In the present study, we hypothesise that the postnatal maturation of the neuropathic pain response in young animals arises, at least in part, from developmental changes in the response of the dorsal root ganglion to nerve injury. To test our hypothesis, we analysed and compared transcriptional changes in young and adult DRGs after neuropathic nerve injury or sham controls, using high throughput screening with the Affymetrix^® ^array rat203_v2. Our results reveal a new set of genes that implicate the peripheral immune system in the regulation of neuropathic pain. Immunohistochemical analysis of the dorsal root ganglia after nerve injury confirmed a selective pattern of macrophage activation that is specific for injured neurons in adult, but not young rats.

## Materials and methods

### Surgery

Experiments were performed on adult (2 months old) male Sprague-Dawley rats and rat pups (10 days postnatal age, P10) and carried out in accordance with the United Kingdom Animal (Scientific Procedures) Act 1986. Spared nerve injury and sham surgery were performed under halothane general anaesthesia with antiseptic conditions as described previously [16]. After skin preparation, the sciatic nerve and its three terminal branches were exposed in the upper lateral thigh. Axotomy and ligation of the common peroneal and tibial branches was performed under direct vision, leaving the sural nerve intact. Retrograde tracer (4 μL of 4% Fluorogold, Fluorochrome^®^, LLC) was injected into the cut end of the severed nerves to identify injured neurons [17]. In adult rats after SNI surgery, 92.4% ± 1 (SE) of Fluorogold labelled neurons were also labelled with ATF-3 (which is known to mark damaged and regenerating neurons [18]) (Additional file 1). Muscle and skin were closed in two layers. In the sham operation, the procedures were the same but the nerves were only exposed and not cut or ligated. In all cases great care was taken not to stretch the nerve, or its branches, nor to damage the intact nerves.

After surgery, animals were returned to their cages and litters and maintained on a 12 hour light/dark cycle at constant ambient temperature with free access to food and water for 7 days post surgery until tissue collection.

### RNA extraction

Seven days post surgery, animals were sacrificed with 100 mg/kg of Euthanal^®^, fresh DRGs were collected, snap frozen on liquid nitrogen and stored at -80°C until RNA extraction. Both L4 and L5 DRGs ipsilateral to the lesion were collected and pooled from 3 animals per adult experimental group and 4 animals per P10 group, (i.e. n = 6 DRGs per adult sample, n = 8 per P10 sample) to minimise inter-animal differences. RNA was extracted using Trizol^® ^reagent (Invitrogen^®^) and a QIAshredder column (Qiagen^®^) for homogenisation according to manufacturer's protocols. The RNA was cleaned by an "RNA purification column" (Qiagen^®^) and a final volume of 50 μL obtained. The amount of RNA was measured with a *NanoDrop ND-1000 Spectrophotometer *(NanoDrop Technologies, Inc.) and its quality assessed with *Experion RNA HighSens StdSens analysis kit *(Bio-Rad^®^). Then, the RNA was precipitated and dissolved to obtain a final concentration of 1 μg/μL and stored at -80°C for cRNA synthesis or amplification by quantitative real-time polymerase chain reaction (qPCR).

### cRNA synthesis

#### First strand cDNA synthesis

2 g (for qPCR) or 10 μg (microarray analysis) of total RNA and 100 pmol/μL of the T7(dT)24 primer (5'-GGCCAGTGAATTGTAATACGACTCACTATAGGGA GGCGGTTTTTTTTTTTTTTTTTTTTTTTT-3') were combined for annealing at 60°C for 10 mins and chilled on ice for 2 mins. Then, the SuperScript III kit (Invitrogen^®^) was added according to manufacturer instructions to synthesize the cDNA.

#### Second strand cDNA synthesis

the whole amount of the cDNA produced was used as template for the second strand synthesis plus 10 units of *E. coli *DNA ligase, 40 units of *E. coli *DNA polymerase (Invitrogen^®^), 3 μL of 10 mM dNTPs and 2 units of Rnase H (Invitrogen^®^). The reaction was stopped by addition of 10 μL of 0.5 M EDTA. The double stranded cDNA was then purified and precipitated and then resuspended in 10 μL of nuclease free water.

#### Synthesis of biotin-labelled cRNA

we used the *Enzo-Bioarray *kit (Enzo Life Sciences, Inc) for synthesis of the cRNA according to the manufacturer protocol. The resulting cRNA was purified with Rneasy kit (Qiagen^®^). The concentration was measured using a spectrophotometer and 20 μg of each sample were fragmented in 200 mM tris-acetate (pH= 8.1), 500 mM potassium acetate and 150 mM magnesium acetate for 35 mins at 95°C, then chilled on ice and stored at -80°C until microarray hybridisation.

### Microarray analysis

#### cRNA hybridisation

For mRNA high-throughput screening we used *GeneChip *^® ^*Rat expression 230 version 2.0 *arrays and *GeneChip*^®^*Hybridization, Wash and stain *kit from Affymetrix^®^. The hybridisation protocol was in *49/64 *formats, appropriate for the selected array. The control oligonucleotides were: *B2 *and the *Eukaryotic bioB, bioC, bioD and cre*. Then, the samples were washed and stained on the *Fluidics Station 450 *(Affymetrix^®^) monitored with the *GeneChip*^®^*Operating Software *(Affymetrix^®^) (protocol FS450_003 appropriate for the rat 230 v2.0 array) and scanned with *GeneChip Scanner 3000 *(Affymetrix^®^).

#### Array statistical analysis

the ".CEL" files generated with *GeneChip Scanner 3000 *(Affymetrix^®^) (see additional file 2 for details) were acquired by "R environment for statistical computing and graphics language software" (the GNU project) using the BioConductor^® ^package [19]. The expression data was normalised by GC-Robust Multi-array Average (GC-RMA) background adjustment. *Limma *analysis [20] was used as a lineal method for contrasting the groups and identifying specific genes for each experimental group.

The quality of the arrays was assessed with *Affymetrix Expression Console™ Software Version 1.0 *(Affymetrix^®^) using an n = 3 per experimental group. Two samples out of 18 were outliers (Figure 1), one from P10 contralateral group and one from the P10 injured group. These two samples were removed from further analysis.

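Of the 16 arrays that remained, young SNI replicate 2 stood apart in genes of central nervous tissue. Mobp and Mog, which encode proteins of oligodendrocyte myelin, had log2 values of 14.13 and 11.58 in this array and at most 3.78 and 2.46 in the other arrays. Aqp4, the astrocyte water channel, had 13.33 against at most 7.77, and Slc12a5, the potassium chloride transporter of central neurons, had 11.79 against at most 1.89. The inhibitory neuron genes Slc32a1 (vesicular GABA transporter) and Gad1 (glutamate decarboxylase) had 10.31 and 10.17 against at most 2.16 and 5.20. The mean of 7 central glia genes was 6.33 in this array and between 2.37 and 3.12 in the other arrays. The means of 11 oligodendrocyte genes and 11 central neuron genes, both lists chosen after these data were seen, were 11.02 and 6.27 there, against 5.85 to 6.32 and 2.49 to 2.92. The mean of 12 satellite glia genes was also the highest, 10.75 against at most 9.91, and that of 20 nociceptor genes the lowest, 8.74 against 9.88 to 10.66.
The interquartile range of the relative log expression (each value minus the median of its Affy_ID over the arrays) was 0.31 in young SNI replicate 2 and 0.08 to 0.23 in the others. The median of the relative log expression was within 0.05 of 0 in every array. These are values of single arrays, so no test was made. The 2 removed arrays were not analysed here.

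**Figure D1:**
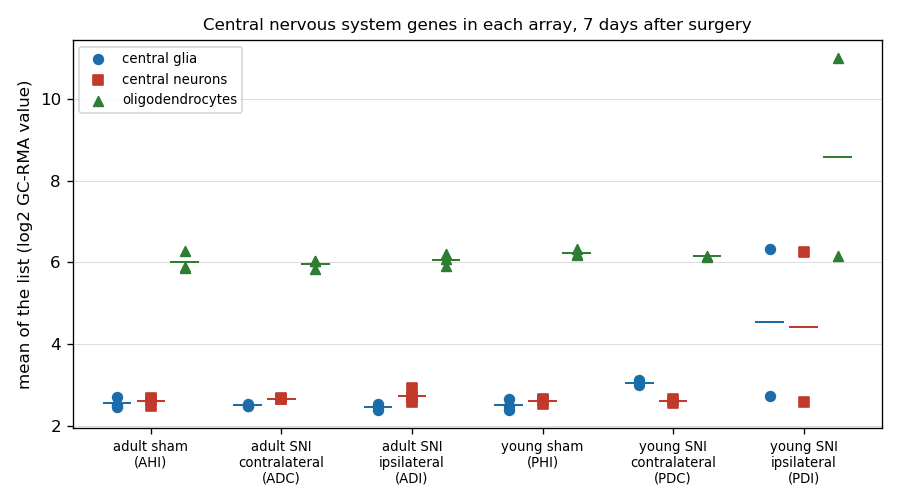
Mean log2 GC-RMA value of the central glia, central neuron and oligodendrocyte genes (vertical axis) in each array, by experimental group (horizontal axis). Each symbol is 1 array and each bar the mean of its group; young SNI replicate 2 lies at 6.33, 6.27 and 11.02 and the other arrays between 2.37 and 6.32.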

**Figure 1:**
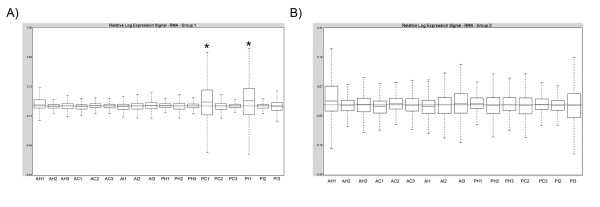
**Quality assessment of the microarrays**. The figure shows the relative expression signal of the RMA-normalised microarrays before (a) and after (b) removal of the outliers (*). A: adult; P: 10 day old rat; I: spared nerve injury group H: sham group and C: contralateral group (all 7 days after surgery).

### Quantitative Real-Time PCR

Specific primers for the gene candidates obtained from the microarray study were designed and synthesized by Sigma-Genosys (Table 1). An SYBR green-based system (Applied Biosystems) was used for amplification and detection. 1 μL of cDNA product per sample, 12.5 μl of Power SYBR green PCR Master Mix and 200 nM/primer was used for cocktail reaction. The amplification protocol was: step 1 at 95°C for 5', step 2 at 95°C for 45", step 3 at 60°C 1' step 4 at 70°C 1', step 5 plate reading, 39 cycles from step 2 to 4 and a final melting curve from 60°C to 90°C with reading every 0.5°C and 1" hold. The reaction plate was then placed in a *DNA Engine Pelter *thermal cycler with a *Chromo 4 Real-Time PCR *detector (Bio-Rad^®^). The amplification process was monitored with Opticon Monitor v3.1.32 software (MJ Genework Inc).

**Table 1:** Primers sequences for quantitative Real-Time PCR.

Serine (or cysteine) inhibitor, clade A, member 3N	Sens	CAGGCAATGCCCTGTTTATT
	Antisens	CACGAGACTGCTGGAAATCA
**Serine (or cysteine) inhibitor, clade B, member 2**	Sens	CACCACGCTTGGGAGATTAT
	Antisens	TTCATTGGCACATTCAAGGA

**Interleukin-6**	Sens	CTTCCAGCCAGTTGCCTTCTTG
	Antisens	TGGTCTGTTGTGGGTGGTATCC

**Mitogen-activated protein kinase kinase 6**	Sens	GTTGACTTTACCTCACAGTGCTTGAAG
	Antisens	TCCCCGAGTATCAGTTTTACGAAAGAC

**Chemokine (C-C motif) ligand 2**	Sens	ATGCAGTTAATGCCCCACTC
	Antisens	TTCCTTATTGGGGTCAGCAC

Inositol 1,4,5-trisphosphate 3-kinase C	Sens	TGATGGCTCCCTCATAGGAC
	Antisens	TCACCAAGTCTCTGGGCTCT

**Matrix metallopeptidase 16**	Sens	GGAATTGGAGGCGATACTCA
	Antisens	CCAGCTCATGGACTGCTACA

**Monoamino oxidase A**	Sens	AGCAAGACACGCTCAGGAAT
	Antisens	CCACAGGGCAGATACCTCAT

**Glyceraldehyde-3-phosphate dehydrogenase**	Sens	ACTCTACCCACGGCAAGTTC
	Antisens	GGTGGTGAAGACGCCAGTAG

**Caspase 3**	Sens	CCCTCTCATTTAAATCAAATCCG
	Antisens	GTTCCTAATTAAATTTCATTTCAACTACC

**Toll like receptor 4**	Sens	TCTCTTTAGACCTGTCTTTAAACC
	Antisens	AAGGCACATTTTCAGTACATTTG

**Matrix metallopeptidase 3**	Sens	TTGATGAGAAGAAACAATCCATG
	Antisens	CGCTGAAGAAGTAAAGAAACC

**Complement component3**	Sens	GAGCAAGCTGTGCCACAATG
	Antisens	GGTCTTGTACACGTAGTCCACTC

**cAMP responsive element modulator**	Sens	ATGAAACTGATGAGGAGACTGACC
	Antisens	GCTCGGATCTGGTAAGTTGGC

**Colony stimulating factor 1 (macrophage)**	Sens	ATCCCGTTTGCTACCTAAAG
	Antisens	AGCTGTTCAGTTTCATAGAGAG

**Chloride intracellular channel 1**	Sens	TCCACGTTGCTACATAATGG
	Antisens	CCCTTGTCCTCTAATCTTTCC

**Purinergic receptor P2Y, G-protein coupled, 14**	Sens	ACATACAGTGCATGGAACTC
	Antisens	CAGAAAATGCTCACGAAGAC

The DNA products from the qPCRs were sequenced on an AB PRISM 3100-Avant automated DNA capillary sequencer (AB Applied Biosystems, Lingley House, 120, Birchwood Boulevaid, Warrington) using BigDye Terminator v1.1 Cycle Sequencing chemistry (AB Applied Biosystems). Sequencing reactions were performed and precipitated in accordance with the manufacturer's instructions using the same *sense *or *forward *primer that was used for the qPCR amplification (Table 1). The reactions were resolved on a 50 cm standard sequencing capillary, running optimal 3100 POP-6TM polymer (AB Applied Biosystems). Sequence data was extracted and analysed using AB PRISM 3100-Avant Data Collection Software v2.0 and DNA Sequencing Analysis Software v5.1.1 respectively (AB Applied Biosystems).

### Immunostaining

Seven days post surgery rats were overdosed with 100 mg/kg of Euthanal^® ^and perfused through the heart with 200 ml heparin-saline, followed by 200 mL 4% paraformaldehyde in 0.1 M phosphate buffer (PB). The lumbar ganglia L4 and L5 were removed and postfixed in 4% paraformaldehyde for 1 h at 4°C followed by immersion in 30% sucrose in 0.1 M of PB at 4°C for at least two days before sectioning. Serial, 20 μm cryostat sections were cut and stained after blocking in 10% normal goat serum, 0.3% Triton X in 1× PBS using primary antibodies: Rabbit anti-IBA-1 (1/1000, Dako^®^), mouse anti NF200 (1/1000, Chemicon^®^), rabbit anti ATF-3 (1/500, Santa Cruz^®^), mouse anti CD68/ED-1 (1/200. Serotec^®^), mouse anti NG2 (1/500, Millipore^®^) and rabbit-anti-CGRP (1/500 Chemicon^®^). The antibodies were incubated overnight at room temperature in 3% normal goat serum, 0.3% Triton X in 1× PBS. Secondary antibodies were goat anti-mouse (Alexa-593^®^) and goat anti-rabbit (Alexa-488^®^) at 1/200 dilution in 3% normal goat serum, 0.3% Triton X in 1× PBS. Antibody excess was removed by 3 washes in PBS for 10' at RT. The isolectin IB-4 (*Bandeira simplicifolia*) labelled with FITC (Sigma^®^) was used to identify the non-peptidergic neurons. After staining, the sections were kept for 16 h in the dark to normalize the background and then microscope images acquired at 10× magnification with OpenLab^® ^software at a constant exposure time of 1.02".

### Data Analysis for immunohistochemistry and qPCR

The images generated by immunohistochemistry were analysed with *Image J 1.36 *(NHS) software, n = 3 rats per experimental group, n = 4-6 sections per animal and n = 200 cells counted per section. The sections were from the centre of the ganglion and 160 μm apart to ensure that the same cell was not counted twice (large neurons may have a diameter up to 100 μm). Cells were counted as having macrophage 'ring-like' structures when the perimeter of the neuron was surrounded by macrophages which were closely adhered to the neuronal surface, as observed in merged images from IBA-1 and NF200 immunostaining. Data was pooled from animals in the same experimental group.

Pooled qPCR data from each experimental group (n = 3 samples per group) were plotted as "mean intensity normalized" (MIN) ± standard deviation (SD). The normalisation was calculated as the ratio with the housekeeping gene, Gapdh. All data was exported to SigmaStat, 2.03^® ^(SPSS Inc^®^) for statistical analysis and plotted with SigmaPlot^® ^(SPSS Inc^®^).

## Results

### Differential microarray screening of DRG following nerve injury reveals 'neuropathic pain' specific genes

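Messenger RNA was measured in L4/L5 DRG collected 7 days after surgery on adult rats (2 months of age) and on rats 10 days old at surgery. SNI cuts branches of the sciatic nerve and spares another, and in sham surgery the nerve was exposed and not cut. Each array carried RNA pooled from 3 adult rats (6 DRG) or from 4 young rats (8 DRG). The groups were adult sham, adult SNI contralateral and adult SNI ipsilateral with 3 arrays each, young sham with 3, and young SNI contralateral and ipsilateral with 2 each. An array gives the light signal of probes rather than counts, so the number of arrays and the background set the precision. The authors corrected the background with GC-RMA, which uses the GC content of each probe, normalised between arrays and summarised the probes of each Affy_ID as a log2 value. These values ran from 0.38 to 15.79, with array medians of 5.20 to 5.39 in adult sham, 5.24 to 5.25 in adult contralateral, 5.13 to 5.35 in adult SNI, 5.28 to 5.39 in young sham, 5.30 to 5.48 in young contralateral and 5.32 to 5.37 in young SNI.
After 57 control Affy_IDs were left out, 31042 were tested with limma. All 16 arrays entered 1 fit with a mean for each group, no filter on low values was used, and p was adjusted by Benjamini-Hochberg within each comparison, with 0.05 as the threshold. A symbol of 1 gene was listed for 20826 Affy_IDs. The arrays are numbered within each group, and the deviations from the group mean of adult SNI and adult contralateral arrays with the same number correlated across Affy_IDs (0.449, 0.445 and 0.362), which Affy_IDs as non-independent values cannot test. Such a pairing was not shown for young arrays. Young contralateral and sham arrays with the same number correlated by -0.220 and -0.508, and young SNI and contralateral arrays by 0.151. Xist, expressed from the inactive X chromosome of females, had 11.84 in young SNI replicate 1 and 2.35 in young contralateral replicate 1. Counts that moved by more than 1.5 times when the number was fitted as a block are given with that count.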

We performed high throughput screening of the mRNA regulation in L4/L5 dorsal root ganglia following spared nerve injury (SNI) or sham injury in adult and young rats using the *Affymetrix-rat genome 230 2.0 *array. We first analysed the effect of postnatal age on mRNA regulation by comparing the two SNI groups: young, (PDI) and adult (ADI) rats. 

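Serpina3n, Hamp and Cxcl13 were among the genes higher in adult than in young SNI, and Dnmt3a, Mag and Mbp among the lower ones. Serpina3n, an inhibitor of serine proteases made in inflammation, had mean log2 values of 9.05 ± 0.57 (SD, n = 3) in adult SNI and 1.86 ± 0.01 (SD, n = 2) in young SNI. The log2 difference was 7.19 (SE 0.22, adjusted p = 5.7e-08). It is not exact, since the young mean lay near the lowest values of the array. Hamp, the iron hormone hepcidin, and Cxcl13, which attracts B lymphocytes, were each higher by a log2 difference of 5.13 (adjusted p = 0.000942 and 0.00197). The size for Hamp is not exact either, since the young arrays had 1.74 to 2.78. Isg15, a ubiquitin-like protein induced by interferon, was higher by 4.48 (adjusted p = 0.016) and the elastase inhibitor Serpina1 by 4.08 (adjusted p = 0.00534). Tekt3, a protein of cilia and flagella, and Inmt, a methyltransferase of indoles, were higher by 4.06 and 3.97 (adjusted p = 0.00359 and 0.00267). Dnmt3a, a DNA methyltransferase, had a log2 difference of -4.31 (adjusted p = 0.000498). The myelin genes Mag and Mbp had log2 differences of -3.63 and -3.04 (adjusted p = 0.0499 and 0.0103), the matrix proteoglycan Vcan -3.30 (adjusted p = 0.0483) and the opioid precursor Penk -3.15 (adjusted p = 0.0417). Myelin genes were also the ones high in young SNI replicate 2, where the mean of 13 genes of myelinating Schwann cells was 12.32, against 10.16 to 11.57 in the other arrays. Without this array Mag, Mbp, Vcan, Penk and Isg15 did not pass (adjusted p = 0.401, 0.0738, 0.321, 0.139 and 0.095). Of 87 passing Affy_IDs under the rule for named genes 40 stayed called without it, and 21 with array numbers as a block, where Tekt3 (0.091) was also lost. Sex differed with age here, since the adult rats were male and Xist, expressed from the inactive X chromosome of females, had 11.84 and 12.05 in the young SNI arrays and 2.32 to 2.46 in the adult ones.
Of 31042 Affy_IDs, 821 differed between the SNI groups, 537 higher and 284 lower in adults. Without young SNI replicate 2 the count was 243 and without young SNI replicate 1 it was 5297, where the lone remaining array is assumed to vary like the other groups. It was 399, 516 and 408 without adult contralateral replicates 1, 2 and 3, 313 and 354 without adult SNI replicates 2 and 3, and 531 without either young contralateral array. With array numbers as a block 75 Affy_IDs passed, with array weights 88, and with a filter on low values 1292.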

We chose seven days post surgery for this analysis as it is known that at this time point, neuropathic behaviour is present in adult but not in young rats [4,16]. The term 'young rats' denotes animals that were 10 days old (P10) at the time of surgery, but whose DRGs were collected for microarray analysis 7 days later, at P17. 

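The sham groups of the 2 ages differed in 193 Affy_IDs, 71 higher and 122 lower in adults. The adult rats were male, and Xist, expressed from the inactive X chromosome of females, had log2 values of 11.87, 2.36 and 9.77 in the young sham arrays and 2.42 to 2.51 in the adult ones, so that sex as well as age differed between these groups. Genes induced by interferon were among the higher ones. Isg15, Gbp2 and Mx1 were higher in adult sham by log2 differences of 3.97, 1.18 and 1.97 (adjusted p = 0.0297, 0.0337 and 0.0414), and 3 of 20 interferon response genes passed (12 adjusted over the list alone). Of 35 chemokine and cytokine genes 2 passed, Cxcl13 and Ccl21, higher by 3.37 and 3.01 (adjusted p = 0.0144 and 0.0119), of which Ccl21 did not pass with array numbers as a block (0.201). Also higher was Pln, which regulates the calcium pump of muscle, by 2.64 (adjusted p = 0.00697). The fibrillin gene Fbn2, the calcium-binding protein Calb1 and the RNA-binding protein Igf2bp2 were lower in adult sham, with log2 differences of -3.59, -3.07 and -3.03 (adjusted p = 0.00664, 0.0113 and 0.016).
Of 26 genes known to rise in injured sensory neurons 2 passed, both lower in adult sham (7 adjusted over the list alone). These were Reg3b, a secreted lectin, and Gap43, a growth cone protein, with log2 differences of -5.14 and -1.01 (adjusted p = 0.0355 and 0.0185). The means of this list were 9.04, 9.99 and 7.95 in the young sham arrays and 8.80 and 7.01 in the young contralateral arrays, against 6.94 to 7.63 in the 6 adult control arrays. Atf3, a transcription factor of injured neurons, had log2 values of 9.49, 11.00 and 7.75 in young sham, 9.06 and 4.87 in young contralateral and 5.70 to 7.27 in adult controls.
By camera, a limma test of a gene list against all other genes, 8 of 29 lists were shifted between the sham groups. The interferon list was higher in adults (adjusted p = 2.1e-09, and adjusted p = 0.244 with an estimated correlation), and the neuronal injury list was lower (adjusted p = 3.67e-10, and 0.429 with an estimated correlation). The lists of myelinating Schwann cells (adjusted p = 4.83e-06), cell cycle (4.53e-06), fibroblasts and matrix (4.53e-06), MHC class II (0.000547) and cholesterol synthesis (0.0022) were lower in adults, and that of immediate early and heat shock genes was higher (0.0277). None of the 8 passed with an estimated correlation (adjusted p = 0.244 to 0.469). The list of chemokines and cytokines was not shifted (0.233). The cholesterol list did not pass without young sham replicate 1 (adjusted p = 0.0773), nor the immediate early list without adult sham replicate 3 (0.139) or with array numbers as a block (0.236). Of the 3 interferon genes, 0 stayed called by limma without adult sham replicate 2, the 2 injury genes did not pass without adult sham replicate 1, and none of these 5 passed with array numbers as a block. Of 28 passing Affy_IDs under the rule for named genes 13 stayed called without adult sham replicate 2 and 5 with the block.
The contralateral and sham groups differed in 0 Affy_IDs by limma at either age (625 in adults and 697 in young rats at unadjusted p under 0.05). In adults 7 Affy_IDs differed without adult sham replicate 3 and 1 without adult sham replicate 2, adult contralateral replicate 3 or adult SNI replicate 1. In young rats 204 differed without young contralateral replicate 2, 24 without young contralateral replicate 1, 8 without young sham replicate 3, and 1 without young sham replicate 1 or 2, adult sham replicate 1 or adult SNI replicate 3. The 193 Affy_IDs of the sham groups became 88, 80 and 436 without adult sham replicates 1, 2 and 3, 117 without young sham replicate 1 or adult contralateral replicate 1, 124 without adult contralateral replicate 3 and 461 without either young SNI array. They became 32 with array numbers as a block, 323 with a filter on low values and 367 with quantile normalization.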

We used two types of controls to extract specific information obtained from the SNI groups: 1) sham surgery groups in adults (AHI) and young rats (PHI) and 2) contralateral groups in adults (ADC) and young rats (PDC).

Limma analysis was performed to compare the experimental groups in two steps. First, the nerve injury specific gene regulation in adult or young rats was compared to their counterpart sham or contralateral groups to remove those genes that could be up or down-regulated by the surgery alone rather than specifically the nerve injury. 

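In adults, Reg3b, Tslp and Hamp were among the genes that SNI raised against each kind of control. Against sham, Reg3b rose by a log2 difference of 6.63 (adjusted p = 0.0133), the cytokine Tslp by 5.98 (adjusted p = 0.0244), Hamp by 5.16 (adjusted p = 0.000838), the muscle repeat protein Ankrd1 by 4.53 (adjusted p = 0.00816) and Clec7a, the macrophage receptor dectin-1, by 4.34 (adjusted p = 0.0027). Sox11, a transcription factor of growing neurons, rose by 4.00 (adjusted p = 0.0162). The sizes for Hamp, Ankrd1, Sox11 and Reg3b are not exact, since their controls lay near the lowest values of the array. Their means over the adult sham and contralateral arrays were 1.75, 2.205, 2.745 and 2.86. Hapln4, a link protein of the perineuronal matrix, Kcnj11, a subunit of the ATP-sensitive potassium channel, and Lin7b, a synaptic scaffold protein, fell, with log2 differences of -1.11, -1.06 and -1.16 (adjusted p = 0.0244, 0.0236 and 0.0272). Against the contralateral side, the neuropeptides Vip, Npy and Gal rose by 8.83, 6.41 and 5.85 (adjusted p = 0.0237, 0.0269 and 0.0209) and Atf3 by 5.41 (adjusted p = 0.0374). Against sham these 4 genes had log2 differences of 5.92, 4.39, 4.06 and 4.94 and did not pass (adjusted p = 0.198, 0.199, 0.162 and 0.0868). The activin subunit Inhbb and Rgs6, a regulator of G-protein signalling, fell against the contralateral side, with -1.89 and -1.35 (adjusted p = 0.0329 and 0.0396).
In young rats, 5 Affy_IDs were higher in SNI than in sham and none lower. They were Col11a2, a fibrillar collagen (log2 difference 2.43, adjusted p = 0.000656), Bcl11a, a transcription factor (1.30, 0.0357), Ttk, a mitotic kinase (1.09, 0.000656), Tcf7l2, a transcription factor of Wnt signalling (0.70, 0.00118), and Gpt, alanine aminotransferase (0.51, 0.0357). Against the contralateral side, Col11a2, Ttk and Tcf7l2 passed. At unadjusted p under 0.05 the counts were 1836 and 1843.
In adults 149 Affy_IDs passed against sham, 138 higher and 11 lower, and 321 against the contralateral side, 286 higher and 35 lower (2276 and 3051 at unadjusted p under 0.05). With array numbers as a block these counts were 98 and 169. Against sham 244 passed with each age fitted on its own. Against the contralateral side 827 passed with array weights and 170 with p adjusted over all comparisons together. Of 48 passing Affy_IDs under the rule for named genes 18 stayed called against sham without adult sham replicate 2 and 30 with the block. Of 98 against the contralateral side 24 did without adult contralateral replicate 1 and 45 with the block. Against sham the count was 38 and 35 without adult sham replicates 1 and 2, 288, 40 and 76 without adult SNI replicates 1, 2 and 3, and 224 without either young SNI array. Against the contralateral side it was 57, 105 and 88 without adult contralateral replicates 1, 2 and 3, and 580, 95 and 139 without adult SNI replicates 1, 2 and 3. The 5 young Affy_IDs against sham became 3405 without young SNI replicate 1, 51 without young SNI replicate 2, 10 without either young contralateral array, and 3 without any 1 of young sham replicate 1, adult sham replicate 2, adult SNI replicates 1 and 3 and the adult contralateral arrays. The 3 against the contralateral side became 3341 without young SNI replicate 1, 44 without young SNI replicate 2, 16 and 158 without young contralateral replicates 1 and 2, and 5 without adult SNI replicate 3. The young calls numbered 0 and 0 when each age was fitted on its own, and 11 and 10 when p was adjusted over all comparisons together. With array numbers as a block they numbered 2 and 1. Of the 5 and 3 Affy_IDs called above, 1 and 0 stayed called with the block.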

The P-value was adjusted for false discovery rate and a threshold of p < 0.05 was set up to subtract those genes with statistically significant differential regulation (Additional file 2). Next, the resulting lists from both the adult and young comparisons were compared to obtain nerve injury specific genes in *adult rats only *(pain behaviour) or *young rats only *(no pain behaviour). 

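Genes changed against both controls in adults were mostly higher after SNI. Of the adult Affy_IDs, 140 passed against sham and against the contralateral side with the same sign, 132 higher and 8 lower, and 108 had a symbol of 1 gene. Smagp, a small adhesion protein, and Pde6b, a phosphodiesterase known from rods, rose by at least 4.03 and 4.70 against each control. Ms4a6a, a membrane protein of macrophages, Tnfaip6, a hyaluronan-binding protein of inflammation, the neuropeptide Adcyap1 and the urocortin Ucn also rose, and against the mean of both controls they passed in every fit that left out 1 array. Ankrd55 and the RNA-binding protein Csdc2 fell, with smaller differences of -0.92 and -0.72. In young rats the list held Col11a2, Ttk and Tcf7l2, and 0 Affy_IDs were in both lists.
Both lists share their SNI arrays between the 2 comparisons. The log2 differences of the 2 adult comparisons correlated by 0.788, and by 0.503 in simulated groups without any difference, which share arrays in the same way. The adult list held 37, 30 and 87 Affy_IDs without adult sham replicates 1, 2 and 3, 46, 73 and 64 without adult contralateral replicates 1, 2 and 3, and 274, 40 and 73 without adult SNI replicates 1, 2 and 3. It held 90 with array numbers as a block (76 of the 140) and 228 with each age fitted on its own (109 of the 140). The young list held 2921 Affy_IDs without young SNI replicate 1, 41 without young SNI replicate 2, 7 with p adjusted over all comparisons, 1 with a filter on low values and 0 with each age on its own or with the block.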

The screening provided 206 Affymetrix identifications (Affy_IDs) associated with mRNAs specific to adult SNI rats and only 3 Affy_IDs specific to young (P10) SNI.

The 206 genes were sorted into basic functional groups according to the "Go biological process" [21]. Figure 2A shows that the 206 Affy_IDs were distributed in approximately equal proportions in extracellular (23%), membrane (34%), nuclear (21%) and cytoplasmatic (21%) compartments. We also grouped the genes accordingly to "GO terms" (Figure 2B). 

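The paper's list of 206 Affy_IDs, which was chosen on these same arrays and so is not independent evidence of a direction, was followed group by group with SNI set against the mean of both controls. All 38 immune system Affy_IDs had higher values in adult SNI, with a median log2 difference of 1.76, and 27 passed the test. In young SNI their median was 0.27 and 0 passed by limma. Of 25 signal transduction Affy_IDs 24 had higher values (median 1.15) and 21 passed. Of 14 nervous system Affy_IDs 12 had higher and 2 lower values (median 1.16) and 11 passed. For 10 of RNA/DNA modulation, 8 higher and 2 lower, the median was 1.22 with 8 passing. For 10 of apoptosis and cell cycle, 9 higher and 1 lower, it was 1.21 with 6 passing. The 4 Affy_IDs of cell adhesion, 3 higher and 1 lower, had a median of 3.37 and all passed. Of 4 of ion transport, 3 higher and 1 lower, 3 passed. Of 82 with unknown function 70 had higher and 12 lower values (median 1.42) and 73 passed. Of 19 of other processes, 18 higher and 1 lower, 17 passed.
Over the whole list 170 Affy_IDs passed against both controls, 185 had higher and 21 lower values in adults, and the median was 1.42 in adults and 0.04 in young rats. The difference between ages passed the test for 24 of the 206. In the immune system 3 of 38 passed, in signal transduction 3 of 25 and in the nervous system 3 of 14. Of other processes 5 of 19 passed, and of unknown function 8 of 82. Of cell adhesion 1 of 4 passed, of RNA/DNA modulation 1 of 10, and of apoptosis and ion transport 0.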

Of the 206 genes, 39.6% (82 Affy_IDs) were related to *Express Sequence tags (*EST) (for predicted genes or similarities to known genes) and unknown genes and the rest comprised: immune system/inflammation 18.4% (38 Affy_IDs), signal transduction 12.1% (25 Affy_IDs), nervous system 6.8% (14 Affy_IDs), RNA/DNA modulation 5.3% (10 Affy_IDs), apoptosis/cell cycle 4.8% (10 Affy_IDs), ion transport 1.9% (4 Affy_IDs), cell adhesion 1.9% (4 Affy_IDs) and 9.2% (19 Affy_IDs) related to other processes (additional file 3).

**Figure 2:**
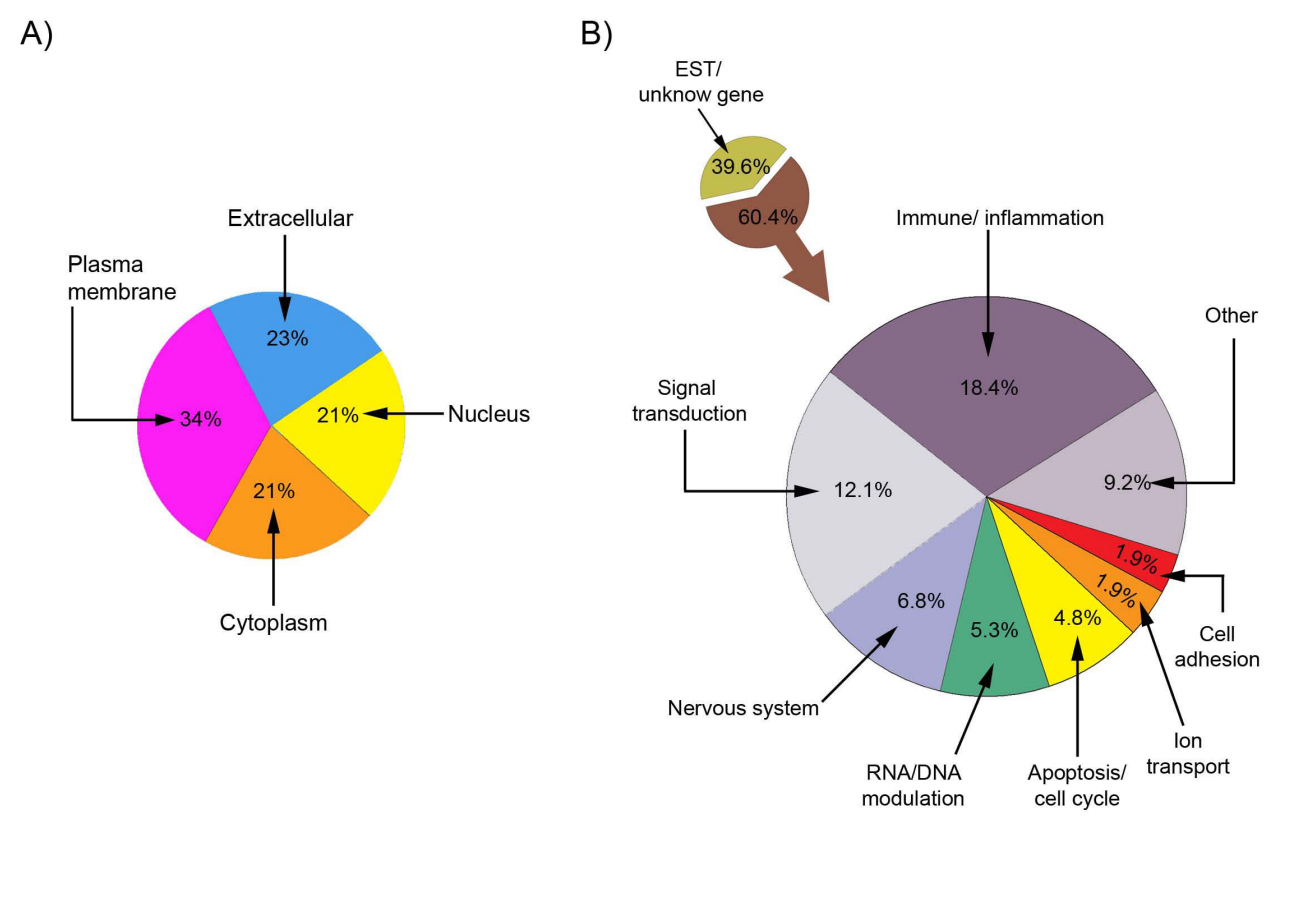
**Cellular location (A) and functional groups (B) of the mRNA Affy_IDs from adult dorsal root ganglia 7 days post spared nerve injury**. Unknown refers to those Affymetrix entries that are either *unknown *genes or *expressed sequences tag *(ETS) that correspond to "transcribed loci" and "similar-to-genes" mRNAs.

### Neuropathic pain specific gene validation by quantitative Real-time PCR

From the 206 significantly regulated genes, we selected 16 that had some previous published association with pain processes and/or immune system, (Table 2). 

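Of the selected genes, 15 were followed here with 16 Affy_IDs, 2 of them of Crem, whose values in the paper had been seen beforehand. In adult SNI 15 of the 16 passed against the mean of both controls, and all were higher but Map2k6. Serpina3n rose by a log2 difference of 7.18 (SE 0.17, adjusted p = 3.35e-09). Its means were 1.86 ± 0.04 in sham and 1.88 ± 0.02 in contralateral DRG (SD, n = 3 each), near the lowest values of the array. The size of this rise is therefore not exact. The same holds for Serpinb2, Il6, Mmp3 and Tlr4 below, whose adult control means were 2.34, 2.39, 2.05 and 2.13. Serpinb2, the plasminogen activator inhibitor type 2, rose by 4.18 (SE 0.27, adjusted p = 5.36e-05), to 6.53 ± 0.88 (SD, n = 3) in adult SNI. Csf1, the growth factor of macrophages, rose by 3.99 (SE 0.47, adjusted p = 0.00246), to 7.22 ± 0.33 (SD, n = 3). Mmp16, a membrane-bound matrix metallopeptidase, rose by 2.64 (SE 0.27, adjusted p = 0.00142), and the cytokine Il6 by 2.50 (SE 0.28, adjusted p = 0.00187), to 8.11 ± 0.04 and 4.89 ± 0.92 (SD, n = 3 each). Smaller rises were found for Mmp3, with 1.86 (adjusted p = 0.0125), Ccl2, the monocyte chemokine MCP-1, with 1.42 (adjusted p = 0.00736), Maoa, monoamine oxidase A, with 1.16 (adjusted p = 0.00104), and P2ry14, a receptor of UDP-glucose, with 1.06 (adjusted p = 0.00501). The cAMP-responsive repressor Crem rose by 1.45 and 0.99 on these Affy_IDs (adjusted p = 0.00122 and 0.00443) and by 1.75 on another of the adult list (adjusted p = 0.00443), the inositol kinase Itpkc by 1.07 (adjusted p = 0.00743), the chloride channel Clic1 by 0.86 (adjusted p = 0.0465) and Tlr4 by 0.82 (adjusted p = 0.00304). The kinase Map2k6 fell, with a log2 difference of -0.92 (SE 0.13, adjusted p = 0.00559). C3, the central complement component, had 2.58 (SE 0.56) and did not pass (adjusted p = 0.0531), with 3.31 against the contralateral side (adjusted p = 0.0379) and 1.85 against sham (adjusted p = 0.446).
Ccl2, Itpkc and Clic1 passed against the contralateral side (adjusted p = 0.0141, 0.0145 and 0.0457) and not against sham (0.0528, 0.0519 and 0.299). Without adult SNI replicate 2, against both controls, Ccl2 (1.23, adjusted p = 0.053), Itpkc (1.03, adjusted p = 0.0538) and Clic1 (0.76, adjusted p = 0.221) did not pass, and Clic1 passed in 5 of the 16 fits that left out 1 array. With array numbers as a block Itpkc and Clic1 did not pass (adjusted p = 0.0683 and 0.0876), and with each age on its own Itpkc and Mmp3 did not (0.0524 and 0.0731). Clic1 also did not pass with a robust variance prior (0.0518), whereas C3 passed with an intensity trend (0.035), a filter on low values (0.0165) and in 4 of the 16 fits that left out 1 array.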

Using the "Go term" classification, 8 genes belonged to the 'Immune system': (Serine (or cysteine) proteinase inhibitor, clade A, member 3N (SERPINA3N), interleukin 6 (IL-6), colony-stimulating factor 1 (CSF-1), toll-like receptor 4 (TLR4), purinergic receptor P2Y, G-protein coupled, 14 (P2RY14), complement component 3 (C3), macrophage chemoattractant protein 1 (MCP-1/CCL2) and chloride intracellular channel 1 (CLIC-1), one gene belonged to the 'Nervous system': monoamino oxidase A (MaoA); one gene to 'Apoptosis': Caspase 3 (CASP3); two genes to 'Signal transduction': inositol 1,4,5-triphosphate 3-kinase C (ITPKC) and mitogen-activated kinase kinase 6 (MAP2K6); and a further four from other groups: cAMP responsive element modulator (CREM) to the RNA/DNA modulation group and serine (or cysteine) proteinase inhibitor, clade B, member 2 (SERPINB2), matrix metallopeptidase 3 (MMP3) and matrix metalloproteinase 16 (MMP16).

**Table 2:** Summary of putative new gene candidates implicated in the neuropathic pain model SNI at the dorsal root ganglia level.

Affymetrix ID	Gene Name	Gene Symbol	Group	Functionality
1368224_at	Serine (or cysteine) peptidase inhibitor, clade A, member 3N	SERPINA3N	IS	Inflammation [59-61]

1369191_at	Interleukin 6	IL-6	IS	Macrophage in neuropathic pain, inflammation [35]

1379631_at	Colony stimulating factor 1 (macrophage)	CSF-1	IS	Specific factor for macrophages [73-75]

1387982_at	Toll-like receptor 4	TLR4	IS	Inflammation/Immune response/pain [46,47]

1368000_at	Complement component 3	C3	IS	Apoptosis, caspase activation, complement activation, pain processes [50-52]

1367973_at	Macrophage chemoattractant protein-1	MCP-1/CCL2	IS	Chemoattractant, pain processes [41-43]

1370449_at	Purinergic receptor P2Y, G-protein coupled, 14	P2RY14	IS	Immune response [49]

1375633_at	Chloride intracellular channel 1	CLIC-1	IS	Cell cycle progress/Microglia activation [48]

1387690_at	Caspase 3	CASP3	Apop	Apoptosis, inflammation, pain processes [76-78]

1373623_at	Inositol 1,4,5-trisphosphate 3-kinase C	ITPKC	ST	Ca2+ homeostasis [69,79]

1387809_at	Mitogen-activated protein kinase kinase 6	MAP2K6	ST	Modulation of p38 MAPK [62]

1369737_at	cAMP responsive element modulator	CREM	RNA mod	Crem isoform, c-fos regulation, expressed after thermal stimulation [68]

1370678_s_at	Monoamine oxidase A	Maoa	NS	p38/caspase 3 apoptosis pathways [63]

1368657_at	Matrix metallopeptidase 3	MMP3	Other	Remodellation, lymphocytes signalling, inflammation, pain processes [57,80,81]

1368590_at	Matrix metalloproteinase 16	MMP16	Other	Matrix remodelling [54,82]

1368487_at	Serine (or cysteine) proteinase inhibitor, clade B, member 2	SERPINB2	Other	Expressed by DRGs after injury [83]

The table shows the identified gene by Affy_ID, name, gene symbol, Go term classification group and its putative function. IS: immune system; Apop: apoptosis; ST: signal transduction; NS: nervous system; RNA mod: RNA modulation.

To validate the microarray results of these 16 genes, we used quantitative Real-time PCR (qPCR) and subsequent confirmation of the gene product by DNA sequencing. 

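In young SNI none of the 16 Affy_IDs passed by limma against both controls. Serpina3n, Serpinb2, Il6, Tlr4 and Mmp3 had log2 differences of 0.02, 0.03, 0.00, 0.02 and 0.01, and their means in young SNI, 1.86, 2.33, 2.38, 2.11 and 2.04 (n = 2), lay near the lowest values of the array. P2ry14 had 0.00 (adjusted p = 0.999), with means of 3.44 ± 0.01 (SD, n = 2) in SNI, 3.71 ± 0.23 (SD, n = 3) in sham and 3.16 ± 0.18 (SD, n = 2) in contralateral DRG. C3 had 1.52 (SE 0.67, adjusted p = 0.631), with 0.74 against sham and 2.30 against the contralateral side (adjusted p = 0.988 and 0.798). Csf1 had 0.63 (adjusted p = 0.961), Mmp16 0.34 (adjusted p = 0.988), Ccl2 -0.35 (adjusted p = 0.852), Clic1 -0.24 (adjusted p = 0.959) and the 2 Affy_IDs of Crem 0.23 and 0.36 (adjusted p = 0.89 and 0.631). The second Affy_ID of Crem passed in 1 of the fits that left out 1 array (0.67, adjusted p = 0.0132).
The difference in response between ages passed the test for 3 of the 16. The adult response exceeded the young one by 7.16 for Serpina3n (SE 0.27, adjusted p = 4.68e-07), 4.16 for Serpinb2 (SE 0.41, adjusted p = 0.00298) and 1.30 for Maoa (SE 0.18, adjusted p = 0.0238). For Il6 and Mmp16 it was 2.50 and 2.30 (adjusted p = 0.079 and 0.0946), and these passed with a filter on low values (0.0361 and 0.0485), Il6 also with an intensity trend (0.0462). For Csf1, Ccl2, Tlr4, P2ry14, Map2k6 and C3 it was 3.36, 1.77, 0.80, 1.05, -0.86 and 1.06 (adjusted p = 0.157, 0.0946, 0.105, 0.147, 0.195 and 0.777). Maoa passed in 12 of the 16 fits that left out 1 array, with the highest adjusted p, 0.0771, without adult SNI replicate 2, and it did not pass with array numbers as a block (0.0725) or array weights (0.121). Mmp16 was lower in adult than in young sham, with a log2 difference of -1.73 between the sham groups (adjusted p = 0.0378) that passed in 5 of the 16 fits that left out 1 array and not with array numbers as a block (0.169), and its means in adult and young SNI were 8.11 and 7.44 (adjusted p = 0.338).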

Figure 3 shows the microarray plot and its counterpart qPCR validation graph for each of the 16 selected Affy_IDs. The qPCR validation shows that the selected genes are differentially regulated in the adult SNI group but many were also regulated in the young SNI group. Overall, 15 genes were upregulated and only 1 gene was downregulated following SNI when compared to sham groups (ANOVA p < 0.001). The 15 upregulated genes were classified into four groups according to the relative expression of the adult versus the young SNI group (Tukey or SNK test p < 0.05) (Figure 3A-D, bar charts). These four groups were A: Genes preferentially expressed in adult SNI: SERPINA3N, SERPINB2, IL-6 and MMP3, B: Genes preferentially expressed in young SNI: CASPASE 3, TLR4, CLIC-1 and MMP16, C: Genes equally expressed in both adult and young SNI: CREM, MCP-1, MAOA, IPTKC and CSF1; and D: Genes specific to the young SNI group: P2RY14 and C3. The fifth group, E, comprises the only downregulated gene, MAP2K6, when compared to the sham groups (ANOVA p < 0.001) (Figure 3E). MAP2K6 was also down regulated in the adult SNI group when compared to the young SNI group (Tukey p < 0.05).

**Figure 3:**
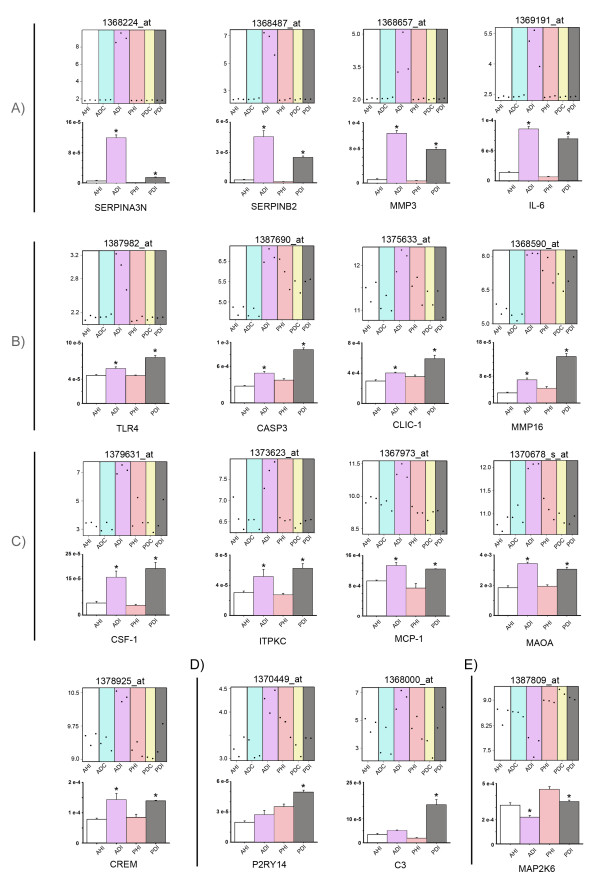
**Microarray and quantitative Real-time PCR (qPCR) validation of genes differentially regulated in the dorsal root ganglia 7 days after SNI surgery**. The figure shows microarray plots of the selected Affy_IDs and counterpart graphs of qPCR validation of the corresponding gene. For clarity, genes have been grouped into A) 'preferentially expressed in adult SNI', B) 'preferentially expressed in young SNI', C) 'genes equally expressed in both adult and young SNI groups', D) 'genes specific to young SNI' and E) 'downregulated gene group'. In the microarray plots, the y-axis indicates the normalised log2 value of expression and each point represents the level of a particular Affy_ID in a single array. In the qPCR validation graphs, the y-axis indicates the mean fluorescence intensity (± standard error). White: Adult sham rats (AHI); Blue: Adult SNI rats, contralateral (ADC); Purple: Adult SNI rats, ipsilateral (ADI); Pink: Young sham rats (PHI); Yellow: young SNI rats, contralateral (PDC); Grey: Young SNI rats, ipsilateral (PDI). For each gene, an ANOVA was performed and p < 0.001. * represent the differences with all experimental groups p < 0.05 in a 'post-hoc' Tukey test or SNK-test, power>80%.

### Immunohistochemical analysis highlights differences in the cellular immune response to nerve injury in young and adult in the DRG

Since many of the differentially regulated genes between young and adult SNI were related to the immune system, we compared the cellular neuroimmune reaction in the DRG following nerve injury at the two ages. 

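In adult SNI 9 of 24 macrophage markers rose and none fell (19 higher adjusted over the list alone), with a median log2 difference of 1.76 against both controls. The receptors for antibody Fcgr3a and Fcgr2b rose by 3.15 and 2.96 (adjusted p = 0.000818 and 0.0058), the lysosomal protein Cd68 by 2.16 (adjusted p = 0.0109), lysozyme (Lyz2) by 1.49 (adjusted p = 0.0143) and the adaptor Tyrobp by 1.48 (adjusted p = 0.018). Aif1, the gene of IBA-1, had 1.93 on the Affy_ID of the paper's list and did not pass (adjusted p = 0.0505). In young SNI this Affy_ID had 1.18 (adjusted p = 0.631). Of 8 MHC class II genes, which present antigen, 5 rose (7 adjusted over the list alone), such as RT1-DMb by 2.87 (adjusted p = 0.0113), RT1-Ba by 2.77 (adjusted p = 0.018) and the invariant chain Cd74 by 2.48 (adjusted p = 0.0295). Of 14 complement genes none passed by limma (9 higher adjusted over the list alone), and C1qb, C1qc and C1qa, which start the classical pathway, had 3.08, 2.57 and 2.19 (adjusted p = 0.0516, 0.0714 and 0.0914).
In young SNI none of the genes of these 3 lists passed (1 test per Affy_ID, 2439 of 31042 at unadjusted p under 0.05). Tyrobp, the lysosomal protein Laptm5 and the pore-forming protein Mpeg1 had log2 differences of 1.01, 1.18 and 1.47 (adjusted p = 0.626 each), and the median of the macrophage list was 0.88. The list means were 7.07 to 7.64 in the adult SNI arrays, 5.42 to 6.40 in adult controls, 4.89 to 6.40 in young controls, and 5.99 and 6.83 in young SNI replicates 1 and 2, and replicate 2 is the array with high central nervous genes.
By camera, the macrophage list was higher in adult SNI (adjusted p = 4.11e-22, and adjusted p = 0.0365 with an estimated correlation), as were MHC class II (adjusted p = 2.07e-11, and 0.084 with an estimated correlation) and complement (adjusted p = 8.36e-07, and 0.0884). The list of fibroblasts and matrix was higher in adult SNI too (6.1e-05, and 0.424 with an estimated correlation), with 12 of 12 genes above 0, a median of 0.72 and 0 passing by limma. In young SNI the macrophage and MHC class II lists were higher (adjusted p = 2.24e-11 and 0.000123, each 0.319 with an estimated correlation), and without young SNI replicate 2 MHC class II did not pass (0.105). The response was larger in adults for the macrophage (adjusted p = 0.00268), MHC class II (0.00699) and complement lists (0.0083), not with an estimated correlation (0.639, 0.631 and 0.584) and not without young SNI replicate 1 (0.897, 0.711 and 0.181), where the array with high central nervous genes is the only one left in the group. Without that array, young SNI replicate 2, all 3 responses were again larger in adults. That fit rests on young SNI replicate 1 alone in its group, which stood apart in neutrophil genes (7.52 against 4.07 to 6.07). Without adult SNI replicate 2 or 3, 2 of the 9 macrophage genes and 0 of the 5 MHC class II genes stayed called, and with array numbers as a block 4 and 0.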

We hypothesised that if the differing patterns of gene regulation had functional implications we might see differences in injury induced reactions of the major cellular component of the immune system in peripheral ganglia, the macrophages. To determine macrophage reactions in the DRG after nerve injury we immunostained them with the macrophage marker IBA-1 in combination with selective markers of subpopulations of DRG sensory neurons, NF200 (for A-neurons), CGRP and IB4 (for C-neurons), 7 days following SNI surgery in young and adult rats (Figures 4, 5 and 6).

**Figure 4:**
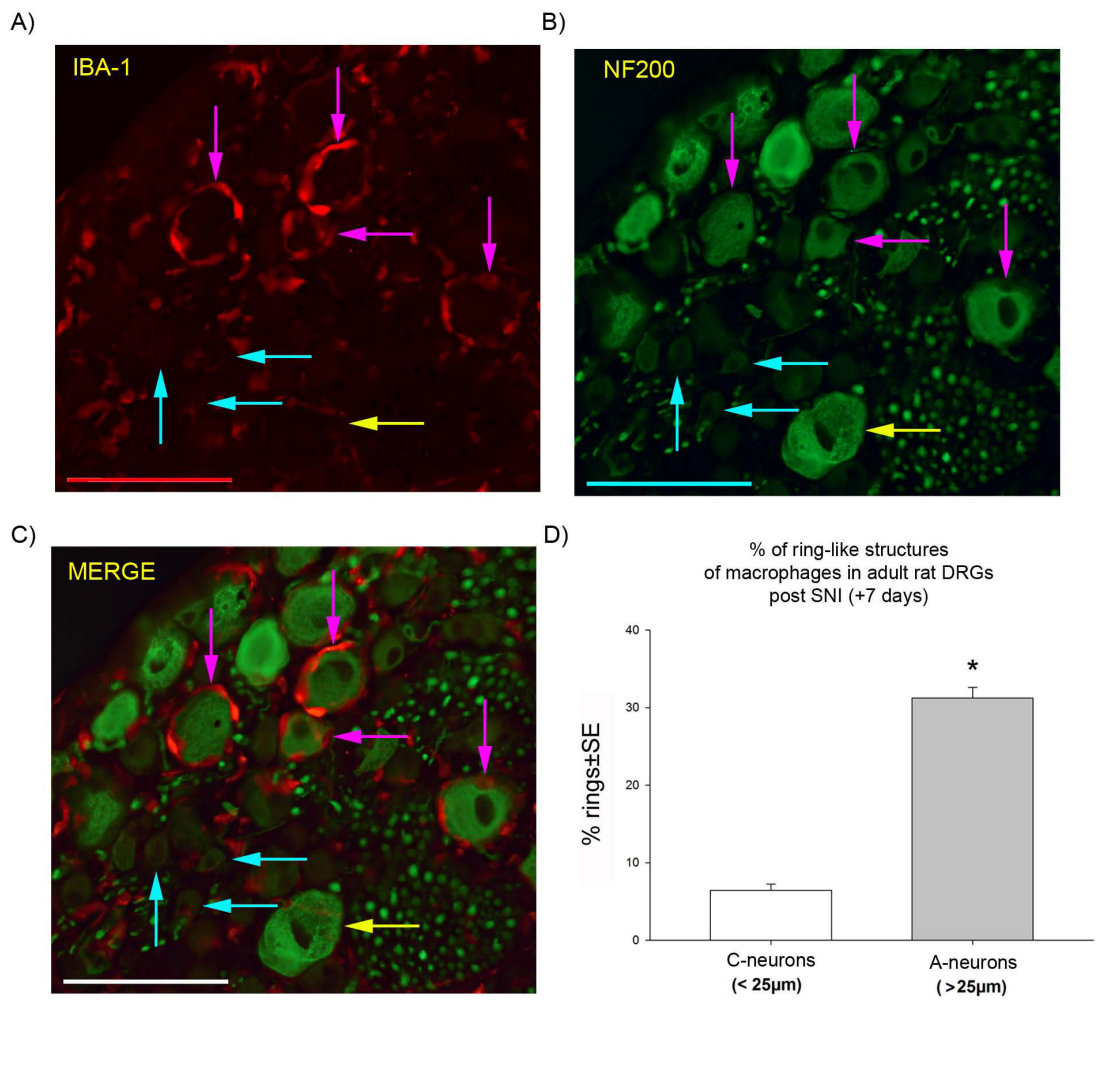
**Reactive macrophages in L4/L5 adult rat dorsal root ganglia 7 days after spared nerve injury**. The immunohistochemistry shows A) macrophages (IBA-1 marker, in red) forming clusters around the large (>25 μm) A-neurons (pink arrows), but not around small C-neurons (blue arrows); B) the same sections stained with NF200 (in green) to show A-neurons, the yellow arrow indicates a large A-neuron without macrophages; C) the merged image of IBA-1 and NF200 staining clearly shows the 'ring-like' structure of macrophages surrounding the A-neurons (pink arrows), while the small C-neurons (< 25 μm) has no macrophage ring (blue arrows); D) a graph showing the percentage of macrophage 'ring-like' formations in DRG neurons 7 days post SNI according to large and small sensory neurons. *: Statistical significance between A- and C-neurons is indicated (t-test, p < 0.001; n = 660 cells, pooled from 3 animals; power> 80%); SE: standard error, scale bar: 100 μm.

**Figure 5:**
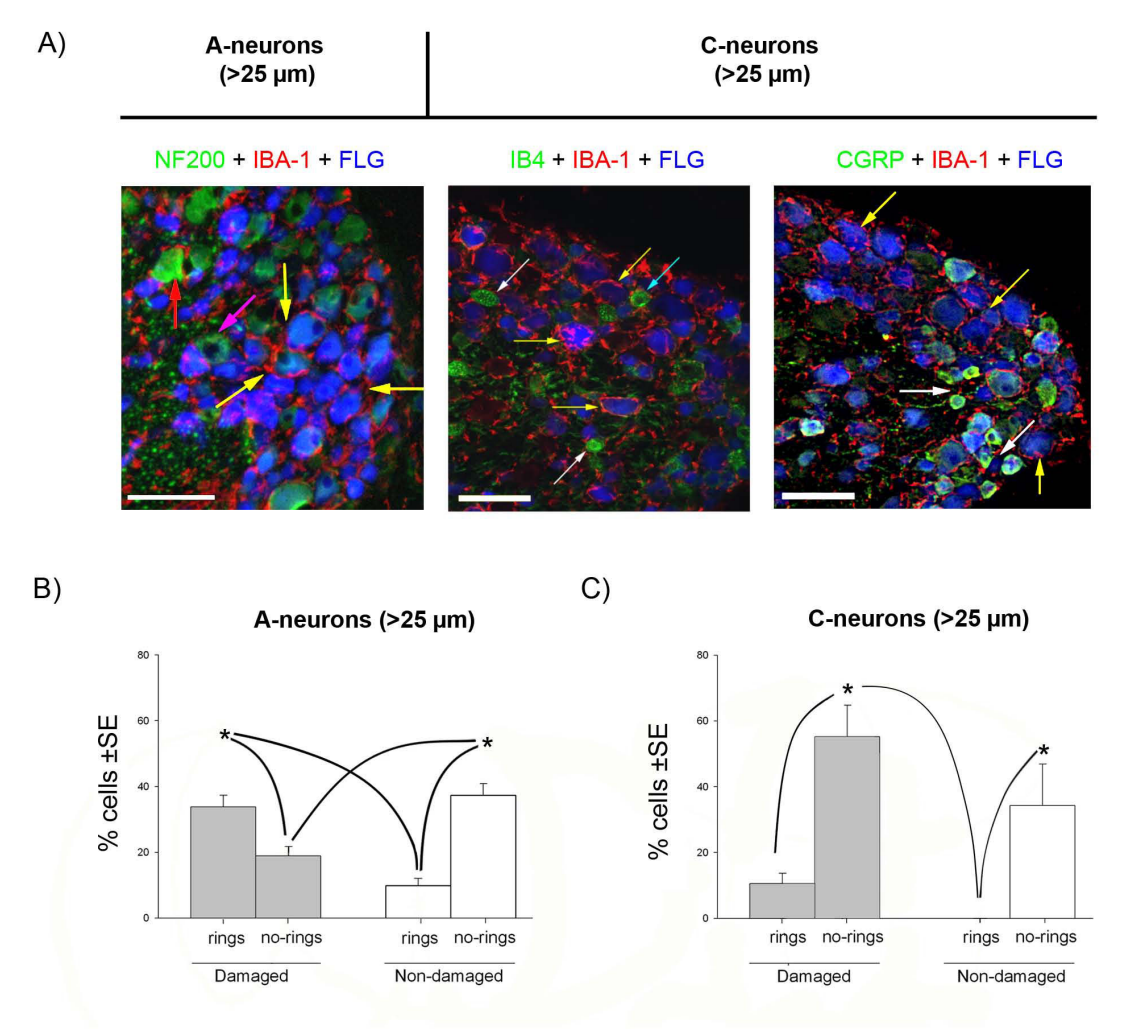
**Analysis of the macrophage invasion of adult dorsal root ganglia 7 days after spared nerve injury**. Fluorogold (FLG, blue) was used as a retrograde tracer injected at the site of nerve injury, to label damaged neurons. A) Macrophages (IBA-1 positive, in red) surround large A-neurons (> 25 μm and NF200 +ve, in green) and are distributed as a 'ring-like' structures. The macrophages have large cell bodies and processes directed toward the damaged neurons (yellow arrows) and undamaged neurons (red arrow). The left panel shows that these 'ring-like' structures surround the many of Fluorogold labelled A-neurons (yellow arrows). Some non-Fluorogold labelled (undamaged) A-neurons are also surrounded by macrophages (red arrow) but others are not (pink arrow). The small diameter (< 25 μm) C-neurons (middle panel: non peptidergic, IB4 +ve, or right panel: peptidergic, CGRP +ve; both in green) do not generally display ring-like displays of macrophages (white arrows) although there are some exceptions (blue arrow). Scale bar: 100 μm. B) Graph showing the relative proportion of damaged (Fluorogold +ve) or undamaged A-neurons (> 25 μm) with macrophage rings (n = 559 A-neurons from 3 animals). C) Graph showing the relative proportion of damaged (Fluorogold +ve) or undamaged in C-neurons (< 25 μm) (n = 284 C-neurons, from 3 animals). Statistical significance is indicated by * (ANOVA p < 0.001, SNK p < 0.05, power>80%). Grey boxes indicate damaged neurons; white boxes indicate non-damaged neurons. Lines indicate the statistical differences between the several experimental groups. SE: standard error.

**Figure 6:**
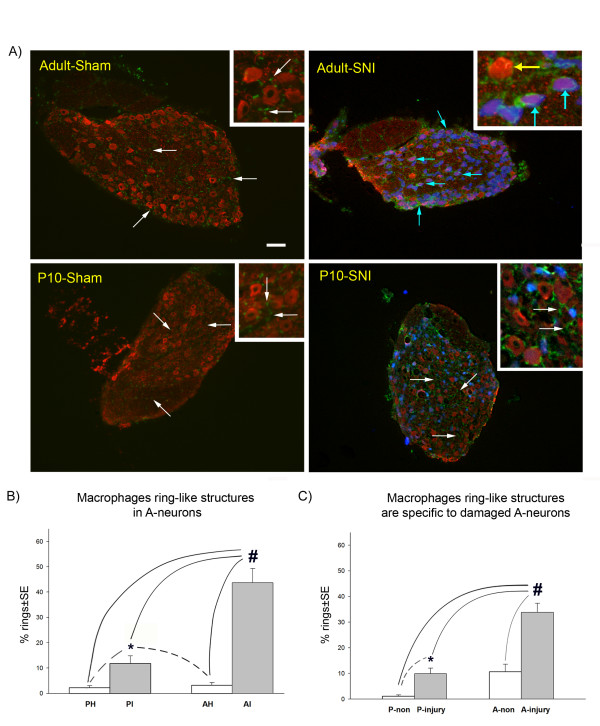
**The effect of postnatal age on the distribution of macrophages in the dorsal root ganglia after spared nerve injury (SNI)**. A) Shows large A-neurons (in red, NF200 +ve cells) and macrophages (in green, IBA-1 +ve) in adult or young rats in sham and injured groups (7 days after nerve injury). Both young and adult sham groups have inactivated macrophages (white arrows). In contrast, in adult animals post injury, the macrophages have large cell bodies (blue arrows) which form a 'ring-like' structure that surround the large, injured A-neurons. The majority of non-injured neurons do not have these rings (yellow arrow). In young SNI animals (P10, 10 days old at the time of nerve injury) the macrophage distribution is similar to the sham groups (white arrows) with a small increase in 'ring-like' structures which is only significant when compared to the sham groups. B) Counts of 'ring-like' structures in young and adult DRG 7 days post SNI surgery. PI: ipsilateral SNI surgery at 10 days old; PH: sham at 10 days old, AI: ipsilateral to SNI surgery in adult; AH: sham in adult. *: indicates statistically significance when compared to the sham groups; #: indicates statistical significance when compared to all experimental groups (ANOVA p < 0.001; SNK p < 0.05; n = 2219 A-neurons from 3 animals; power>80%). C) Counts of 'ring-like' structures in damaged or non-damaged neurons in adult and young SNI operated animals. A preferential attraction of macrophages towards damaged large A-neurons is evident in the adult SNI group. P-non: non damaged A-neurons in young rats; P-injury: damaged A-neurons in young rats; A-non: non damaged A-neurons in adult rats; A-injury: damaged A-neurons in adult rats. Fluorogold (in blue) was used as a retrograde tracer injected at the site of the injury, to label damaged neurons. #: indicates statistical significance in all experimental groups (ANOVA p < 0.001; SNK p < 0.05; n = 559 A-neurons from 3 animals; power>80%) *: indicates statistical significance (t-test p < 0.005) when an independent t-test was performed on the young groups only (dashed lines). SE: standard error. Scale bar: 100 μm.

Figure 4 shows the striking macrophage response in adult rats 7 days post SNI surgery. Macrophages can be seen (in red) clustering around neuronal cell bodies in characteristic 'ring-like' structures with processes extending from their enlarged cell bodies towards neurons (Figure 4A pink arrows). Figures 4B and 4C show that the macrophages are selectively clustered around the large A-neurons which are stained with the marker NF200 (in green) (Figure 4B, pink arrows) and not around the C-neurons (Figure 4, blue arrows). We have confirmed these results by double labelling IBA-1 +ve macrophages in these 'ring-like structures with CD68/ED-1, another specific marker of macrophages [22] (additional file 4). NG2, on the other hand, a specific marker of satellite cells [23], did not overlap with IBA-1(additional file 5). As C-neuron immunomarkers are down-regulated after nerve injury [24-26], these could not be used to quantify macrophage clustering, but instead neuronal diameter was used, The analysis showed that 'rings' of macrophages are preferentially (p < 0.01, t-test) located around large (> 25 μm) NF200 +ve A-neurons and that smaller (< 25 μm) C-neurons are relatively free of macrophages. Figure 4D shows that 37.6% of neurons from adult DRG have macrophage rings around them 7 days post SNI (n = 660 cells pooled from 3 animals). Of these, 31.2% surround large A-neurons while 6.4% surround small C-neurons.

To investigate whether macrophage reactivity was restricted to neurons whose axons were directly damaged in the SNI surgery or whether neurons with 'spared' intact axons also display 'rings' of macrophages, we distinguished damaged from non-damaged neurons in adult L4 and L5 DRG using a retrograde tracer. Fluorogold was injected into the injured nerves (tibial and common peroneal) at the time of surgery and subsequently counterstained with the neuronal markers NF200, IB4 or CGRP (Figure 5A). We then counted 'ring-like' structures around damaged and non-damaged neurons and correlated the data with cell body diameter. Of the total population of large A-neurons in adult L4 and L5 DRGs, 7 days post SNI, 52.8% were damaged (Fluorogold +ve) and 47.2% were non-damaged (Fluorogold -ve) (n = 559 A-neurons form n = 3 animals). The data shows that the proportion of 'ring-like' structures in damaged A-neurons is significantly greater than in undamaged A-neurons: 33.8% of damaged A-neurons have 'ring-like' structures compared to 9.9% of the non-damaged A-neurons (Figure 5B) (ANOVA p < 0.001). In contrast, only 10% of the damaged C-neurons have 'ring-like' structures, while the non-damaged C-neurons have none (Figure 5C) (n = 284 C-neurons pooled form from 3 animals).

In young DRGs, however, the macrophages rarely formed 'rings' around neurons but remained scattered throughout the DRG (Figure 6A, white arrows). Thus, the distribution of macrophages in DRGs from young rats subjected to SNI surgery resemble that of adult and young sham groups with small cell bodies and few processes (Figure 6A white arrows). Figure 6B shows that only 11.7% of large A-neurons have macrophage 'ring-like' formations in the young SNI group, which although significantly greater than sham (1-2%), is significantly less than the adult SNI group, where 43.7% of the large A-neurons display 'rings' of reactive macrophages (ANOVA, p < 0.001; SNK p < 0.05, n = 2219 A-neurons from 3 animals, Figure 6B). Figure 6C compares the damaged and non-damaged neuronal groups in adult and young rats with SNI surgery. While in adult DRGs the macrophage 'ring-like' structures occur in 33.8% of damaged large A-neurons and 9.9% of non-damaged A-neurons, in young DRGs, significantly fewer A-neurons have macrophage 'ring-like' structures (10.6% of damaged, 1.1% of non-damaged) (Figure 6C). (n = 559 A-neurons from 3 animals)

## Discussion

In this study, we have used differential Affymetrix screening to examine age-related differences in transcriptional changes in the dorsal root ganglion (DRG) of young and adult rats after partial nerve damage "spared nerve injury" model [16]). The study was triggered by the absence of neuropathic behaviour following nerve injury in young rats and humans in contrast to the hypersensitivity and spontaneous pain that develops after adult nerve injury [1]. Our results show a very high level of transcriptional activity in DRGs following nerve injury in adulthood compared to nerve injury in early life. 

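Genes of injured neurons rose in adult SNI. Of 26 neuronal injury genes 19 rose and none fell (24 higher adjusted over the list alone), with a median log2 difference of 2.55. Sprr1a, a protein of regenerating axons, rose by 7.37 (adjusted p = 0.0399), the nerve growth factor induced peptide Vgf by 2.21 (adjusted p = 0.00168), the GDNF receptor Gfra1 by 1.51 (adjusted p = 0.00287) and Gap43 by 1.16 (adjusted p = 0.00269). Of 21 voltage-gated potassium channel genes, Kcna2 fell, with -0.58 (adjusted p = 0.0402), and the median of the list was -0.45. Of 20 nociceptor genes 0 passed by limma, and the median was -0.36. Nog, an antagonist of bone morphogenetic proteins, and Asic2, an acid-sensing channel, fell, with -1.86 and -1.12 (adjusted p = 0.0308 and 0.0439).
Of the 26 injury genes 0 passed by limma in young SNI, and their median was 0.33. Of 20 nociceptor genes 0 passed (10 lower adjusted over the list alone), the median was -0.88, and the heat and cold channels Trpv1 and Trpm8 had -1.34 and -1.58 (adjusted p = 0.626 each). Both lists differed between young SNI replicates 1 and 2. The means were 8.19 and 9.60 for the injury genes and 10.40 and 8.74 for the nociceptor genes. Replicate 2 is the array with high central nervous genes. The nociceptor mean of replicate 1 lay within those of the young controls (10.35 to 10.61).
Against both controls 398 Affy_IDs passed in adults, 343 higher and 55 lower, and 7 in young rats, all higher. By camera the injury list was higher in adults (adjusted p = 5.46e-36, and adjusted p = 0.0294 with an estimated correlation), the potassium channel list lower (1.4e-05, and 0.15 with an estimated correlation) and the nociceptor list lower (0.0375, and 0.708). In young rats the injury list was higher (0.0346, and 0.692 with an estimated correlation), but lower without young SNI replicate 2 (0.00788), and with array numbers as a block it did not pass (0.398). Also in young rats the nociceptor list was lower (7.22e-09, and 0.319) and the potassium channel list lower (0.000766, and 0.319). Without young SNI replicate 2 the young nociceptor and potassium channel lists did not pass (0.109 and 0.24), the young injury list did not pass without young contralateral replicate 2 (0.673), and the adult nociceptor list did not pass without adult SNI replicate 3 (0.269).
Of the 19 injury genes 8 and 10 stayed called without adult SNI replicates 2 and 3, and 13 with array numbers as a block, and Kcna2 did not pass with the block (0.0579). Of 102 passing Affy_IDs under the rule for named genes 44 stayed called in adults without adult SNI replicate 2 and 68 with the block. The adult count was 252 without adult sham replicate 2, 230, 241 and 240 without adult contralateral replicates 1, 2 and 3, 659, 141 and 194 without adult SNI replicates 1, 2 and 3, and 610 without either young SNI array. The young count was 3881 and 53 without young SNI replicates 1 and 2, 11 and 66 without young contralateral replicates 1 and 2, 4 without young sham replicate 3, and 3 without adult sham replicate 2 or any 1 adult contralateral array. It was 3 with array weights, 1 with a filter on low values and 0 with each age on its own.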

Validation experiments provided a list of genes, normally implicated in the regulation of the immune system (Table 2), which have a specific and different pattern of expression in the DRGs of adults and young rats. We have also used immunohistochemical analysis to reveal a major differential reactivity in DRGs macrophages, the cellular component of immune responses. Reactive macrophages cluster in a characteristic display around the large A-neurons in adult neuropathic DRGs while little difference is found in the pattern of macrophages in young rats. Together, our results suggest a strong correlation between the regulation of the peripheral nervous system immune system and the progression towards neuropathic pain.

The microarray analysis results provided 206 candidate genes that were statistically significantly regulated in adult rats only. Intriguingly, only 3 genes were differentially regulated in young animals after nerve injury and no overlap was observed between the two age groups. 

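The 3 genes of the young list were low on the array outside young SNI and higher in both young SNI arrays. Col11a2 had log2 values of 5.01 and 5.53 in young SNI and 2.37 to 3.14 in the other arrays. Ttk had 3.72 and 3.66 against 2.47 to 2.79, and Tcf7l2 had 3.44 in both against 2.69 to 2.85. Against both controls the log2 differences were 2.40, 1.03 and 0.69 (adjusted p = 0.00048, 0.00048 and 0.00055). The adult response minus the young one was -2.41 for Col11a2 (SE 0.22, adjusted p = 0.00216), -1.12 for Ttk (SE 0.10, adjusted p = 0.00216) and -0.72 for Tcf7l2 (SE 0.07, adjusted p = 0.00298). In young rats, against both controls, these 3 genes passed in every fit that left out 1 array, and did not pass with each age fitted on its own (adjusted p = 0.972 each). With the filter on low values Col11a2 passed, and Ttk and Tcf7l2 were not tested since their values lie below it.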

The absence of neuropathic pain behaviour at 7 days post nerve injury in young rats [4,5] correlates with this low level of differentially modulated genes in the young rat DRGs at the same time point.

On validating those Affy_IDs related to adult neuropathic pain, we found that most genes were closely related to the immune system/inflammation, followed by genes related to signal transduction, the nervous system and RNA/DNA modulation. It is important to note that the highest proportion (39%) of Affy_IDs (82 entries) belong to a group of unknown "transcribed loci" or "EST" (*Expressed Sequence Tags*). Other microarray analyses of the DRG transcriptome have highlighted the differential regulation between different experimental neuropathic models using total or partial axotomy [27-30]. Here we present a whole new set of "molecular tools" as new targets to dissect out the peripheral mechanisms in the 'spared nerve injury' model of neuropathic pain.

Several (16 Affy_IDs) of the top gene candidates from the microarray analysis were validated using quantitative real-time PCR (qPCR). Interestingly, the majority of these genes (15 Affy_IDs) were also differentially regulated in young animals after nerve injury. The difference between the initial microarray results and the qPCR data arises because microarray studies show widespread variations, even under the same experimental conditions and it is essential that the results are confirmed by other independent methods [31]. Thus, qPCR highlights small differences not recognised by microarray technology. In addition, our gene lists were subjected to a stringent p-value correction for "false discovery rate" in the Limma test, designed to minimize false positive candidates [32]. Overall these results suggest that the young DRG is not simply regulating the same genes less efficiently than in the adult but rather there is a different pattern of regulated genes in early life.

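Of the 132 higher Affy_IDs of the adult injury list 67 had log2 differences above 0 in young SNI, and the median was 0.00 in young rats and 1.57 in adults. Of the 8 lower ones 5 were below 0. The median ratio of the young to the adult difference was 0.00216, and 7 of the 140 had an unadjusted p under 0.05 in young rats with the sign seen in adults. Reg3b, Tslp and Clec7a had 1.69, 1.08 and 1.18 in young SNI, and Sox11 and Hamp -0.35 and -0.16, none of them passing by limma.
The difference in response itself passed for 30 Affy_IDs, 25 larger in adults and 5 larger in young rats. Of the 140 adult Affy_IDs 24 passed (17.1%), all with the larger rise in adults. The 140 were chosen by the adult response, which is part of this difference, so neither the direction nor the share is independent evidence. Among the 24 were Hamp (5.30, adjusted p = 0.00757), Ms4a6a (3.24, adjusted p = 0.00038), Tnfaip6 (2.77, adjusted p = 0.018), the cholesterol transporter Abca1 (2.64, adjusted p = 0.0345), Adcyap1 (2.28, adjusted p = 0.00869) and Pdcl3, a chaperone of protein folding (2.09, adjusted p = 0.00869). The sizes for Hamp and Ms4a6a are not exact, since both lay near the lowest values of the array outside adult SNI. Their adult control means were 1.75 and 2.34, and their young arrays had 1.74 to 2.78 and 2.25 to 2.95. Bcl11a and Gpt were larger in young rats, with -1.34 and -0.54 (adjusted p = 0.0312 and 0.0296). The neuronal injury list responded more in adults (adjusted p = 2.01e-19, and adjusted p = 0.185 with an estimated correlation), and 1 of its 26 genes passed (23 adjusted over the list alone). In young rats its mean was 7.01 to 9.99 in the control arrays and 8.19 and 9.60 in the SNI arrays.
Without young SNI replicate 1 the median of the 132 in young rats was 0.10, 83 of the 140 differed between ages and 9 also passed in young rats, and without young SNI replicate 2 these values were -0.15, 33 and 0. The 30 Affy_IDs became 3093 and 89 without young SNI replicates 1 and 2, 18 and 78 without young contralateral replicates 1 and 2, 91 without young sham replicate 3, 17 without adult sham replicate 2, 13, 12 and 16 without adult contralateral replicates 1, 2 and 3, and 97 and 19 without adult SNI replicates 1 and 2. With array weights they became 14. Of 17 passing Affy_IDs under the rule for named genes 11 stayed called without adult SNI replicate 3, adult contralateral replicate 1 or 2, or young contralateral replicate 1, and 12 with array numbers as a block. After its qPCR results, the paper proposes that young DRG do not simply regulate the adult genes with lower efficiency. It proposes a pattern of gene regulation that differs in early life.

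**Figure D2:**
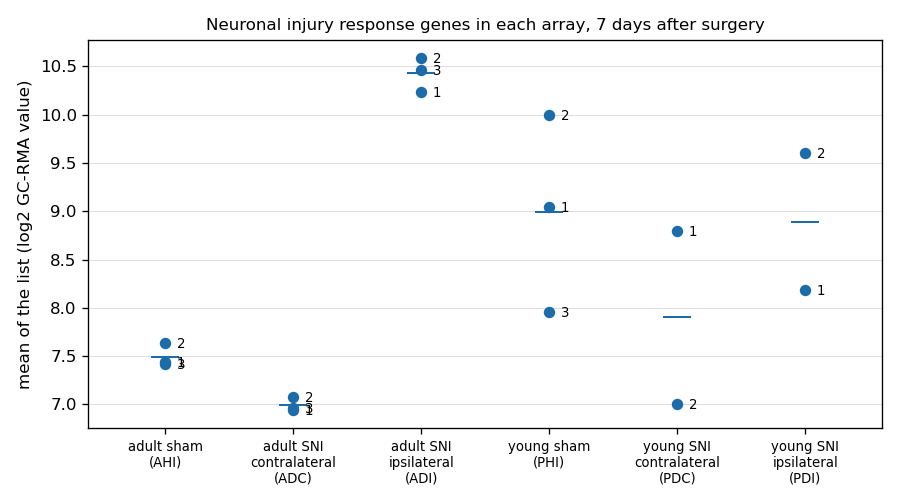
Mean log2 GC-RMA value of the 26 neuronal injury genes (vertical axis) in each array, by experimental group (horizontal axis). Each point is 1 array with its replicate number, and each bar is the mean of a group; the adult SNI arrays lie at 10.23 to 10.59, adult controls at 6.94 to 7.63 and young controls at 7.01 to 9.99, with the 2 young SNI arrays at 8.19 and 9.60.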

Our data reveals an interesting set of genes which are implicated in the modulation of the immune system. Thus, we have found a set of chemokines which are upregulated in the dorsal root ganglia after SNI nerve injury such as interleukin-6 (IL-6), macrophage chemoattractant protein-1 (MCP-1/CCL-2), colony-stimulating factor 1 (CSF-1) and complement component 3 (C3). 

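Of 35 genes of chemokines and cytokines, 6 rose in adult SNI against both controls and none fell (9 higher adjusted over the list alone). Besides Il6 and Ccl2, these were Cxcl16, a chemokine anchored in the membrane of macrophages (log2 difference 1.34, adjusted p = 0.00598), Cxcl13 (2.70, adjusted p = 0.0112), Ccl6 (1.78, adjusted p = 0.0307) and Cklf, a small chemotactic protein (1.04, adjusted p = 0.0451). Of these genes 0 passed by limma in young SNI, and Cxcl14 and Cx3cl1, the chemokine of neurons, had 3.02 and 2.98 (adjusted p = 0.626 each). Both were high in young SNI replicate 2 alone, with log2 values of 8.52 and 11.05 against at most 4.33 and 5.86 in the other arrays, and this array also had the high central neuron mean (6.27 against at most 2.92). The mean of the chemokine list was 4.54 there, 4.06 in replicate 1 and 3.97 to 4.24 in the young controls. Cxcl13 and Cxcl16 responded more in adults by 2.71 and 1.14 and did not pass (adjusted p = 0.245 and 0.288).
The list was higher in adult SNI by camera (adjusted p = 6.91e-07, and adjusted p = 0.0335 with an estimated correlation) and in young SNI (0.0132, and 0.319), where it did not pass without young SNI replicate 2 (0.707). The age difference of the list did not pass (0.0603, and 0.584 with an estimated correlation), nor did it with array numbers as a block (0.127) or without young SNI replicate 1 (0.795). It passed, with the larger response in adults, without young SNI replicate 2 (2.05e-06), with a filter on low values (0.00474) and with the mean of all Affy_IDs of a gene (0.0442). Without adult SNI replicate 2, 2 of the 6 genes stayed called, and 4 without adult SNI replicate 3, adult sham replicate 1 or 2, or any 1 adult contralateral array.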

Proinflammatory cytokines have a recognized role in neuropathic pain [33]. Particularly well-studied is IL-6, which is upregulated in the DRG following chronic constriction injury and when blocked by minocycline reverses hyperalgesia and allodynia [34]. IL-6 is upregulated in several microarray analyses of other models of axotomy [27,30] and is associated with macrophage invasion in peripheral nerve [35]. Spinal administration of IL-6 has anti-nociceptive effects in the spinal nerve ligation neuropathic pain model measured by a dose-related inhibition of electrically evoked C-fibre activity [36]. MCP-1 is a chemokine that plays a role in the recruitment of monocytes to sites of injury and infection [37] and a role in pain processes [38]. Exogenous administration of MCP-1 is known to depolarize and evoke action potential activity in DRG [39] and to excite cultured neonatal DRG neurons and to promote the secretion of the neuropeptides, substance P and CGRP [40,41]. Moreover, MCP-1 receptor CCR2 knockout mice fail to develop mechanical allodynia after nerve injury [38]. As for immune system activation and recruitment, MCP-1 is associated with both resident spinal microglia and infiltrating macrophages [42] and CCR2 null mice do not develop microglial activation [43]. Nerve injury promotes the expression of MCP-1 in DRG cells [44] and it is possible that it is released centrally in neuropathic pain states. CSF-1 also has a role in microglia activation [45]. The upregulation of these three genes observed here in the DRG suggests a similar role as described in the spinal cord. Since macrophage activation in the DRG after nerve injury is greater in adult than in young SNI rats, chemokine modulation could be a key factor underlying the different neuropathic pain behaviour at the two ages.

Other validated genes support the role of macrophage activation in adult DRGs, such as toll-like receptor 4 (TLR4) [46,47] and the chloride intracellular channel 1 (CLIC-1) [48]. 

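Of 21 genes of Toll-like receptor signalling, 4 rose in adult SNI and none fell (7 higher adjusted over the list alone). With Tlr4 these were the receptor Tlr8 (log2 difference 0.66, adjusted p = 0.0217), Ly96, the partner of Tlr4 in binding lipopolysaccharide (0.50, adjusted p = 0.0341), and Irak3, an inhibitor of the pathway (1.84, adjusted p = 0.0367). Pycard, the inflammasome adaptor, had 1.45 and did not pass (adjusted p = 0.0501). Tlr4 means were 2.95 ± 0.32 (SD, n = 3) in adult SNI and 2.11 ± 0.04 in adult sham (SD, n = 3), close to the lowest values of the array, and Clic1 means were 12.14 ± 0.25 and 11.44 ± 0.22 (SD, n = 3 each). None of the 21 passed by limma in young SNI, Pycard having 0.63 (adjusted p = 0.728).
By camera the list was higher in adult SNI (adjusted p = 1.41e-05, and adjusted p = 0.0884 with an estimated correlation). Its response was larger in adults (0.0274, and 0.584 with an estimated correlation), which did not pass without young SNI replicate 1 (0.795), with a filter on low values (0.192) or with array numbers as a block (0.0645), and passed without young SNI replicate 2 (4.77e-05). Of the 4 genes 1 stayed called without adult SNI replicate 2 or 3, adult sham replicate 2 or any 1 adult contralateral array, and 1 with array numbers as a block.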

Interestingly, in young injured DRGs we have found other markers related to macrophage activity such as the chemotactic purinergic receptor P2Y, G-protein coupled 14 [49] and complement component 3 [50-52] suggesting a differential macrophage activity, rather than simple absence of activity through the postnatal development.

A further group of regulated genes in DRGs after nerve injury have a general role in regulating the extracellular matrix environment. Thus, matrix metallopeptidases 3 and 16, (MMP3 and MMP16) are proteoglycanases capable of degrading the major components of the extracellular matrix [53,54] and are related to macrophage invasion [55]. 

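Of 20 genes of matrix metallopeptidases and their inhibitors, 4 rose in adult SNI and none fell, over all Affy_IDs and adjusted over the list alone. With Mmp3 and Mmp16 these were Timp1, an inhibitor of these enzymes (log2 difference 1.35, adjusted p = 0.0274), and Mmp12, the elastase of macrophages (0.23, adjusted p = 0.0445). The gelatinase Mmp2 had 0.95 and Mmp19 0.93 (adjusted p = 0.292 and 0.294). Mmp3 means were 3.91 ± 1.01 in adult SNI and 2.03 ± 0.04 in adult sham (SD, n = 3 each), the latter near the lowest values of the array, and those of Mmp16 in adult and young sham were 5.64 ± 0.22 and 7.37 ± 0.57 (SD, n = 3 each). None passed by limma in young rats, and the gelatinase Mmp9 and the collagenase Mmp13 had 2.55 and 2.73 (adjusted p = 0.626 and 0.868). In young SNI replicate 1 they had log2 values of 7.02 and 10.05, and in replicate 2 they had 1.93 and 2.93. The mean of the list was 6.83 in replicate 1, 6.22 in replicate 2 and at most 6.55 in the other arrays, and replicate 1 also stood apart in neutrophil genes (7.52 against 4.07 to 6.07). Its cell cycle mean was the highest of all arrays, 6.07 against at most 5.75. Its red blood cell mean, 8.99, was above the other young arrays (6.71 to 7.77), though adult arrays reached 9.50. The source of these signals was not tested. Timp1 responded more in adults by 1.35, which did not pass (adjusted p = 0.396).
The list was higher in adult SNI by camera (adjusted p = 0.00106, and adjusted p = 0.15 with an estimated correlation) and in young SNI (0.0353, and 0.427). In young SNI it did not pass with the block (0.12), a filter on low values (0.0626) or the mean of all Affy_IDs of a gene (0.0591). Nor did it pass there without young SNI replicate 1, where 1 array is left in the group. Of the 4 genes 2 stayed called without adult SNI replicate 2 or 3, adult sham replicate 1 or 2, or adult contralateral replicate 1 or 3. The list of fibroblasts and matrix was also higher in adult SNI (6.1e-05, and 0.424 with an estimated correlation).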

Recent studies have shown that other metalloproteinases, MMP2 and MMP9 contribute to the allodynia that follows neuropathy [56]. MMP3 has recently been implicated in the inflammatory response [57] and the immune reaction in some neuropathies [58]. Possibly counteracting the metalloproteinases, we found two genes: serine (or cysteine) inhibitor, clade A, member 3N (Serpin A3) and serine (or cysteine) inhibitor, clade B, member 2 (Serpin B2) that are implicated in protease inhibition and inflammation [59-61] which are specific for the adult SNI group. This data suggest that the balance of these particular MMPs and Serpins may be essential for macrophage invasion in the DRGs after nerve injury.

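Of 18 genes of serpins and the plasminogen system, 4 rose in adult SNI and none fell (9 higher adjusted over the list alone). With Serpina3n and Serpinb2 these were Serpina1 (log2 difference 2.19, adjusted p = 0.0326) and Serpinb1a, an inhibitor of neutrophil proteases (0.89, adjusted p = 0.0468). Plau, the urokinase plasminogen activator, had 1.86 and Serping1, the inhibitor of complement C1, had 1.30 (adjusted p = 0.0784 and 0.148). By limma none passed in young rats, and Serpinb1a and the urokinase receptor Plaur had -0.49 and -0.74 (adjusted p = 0.634 and 0.626). The response was larger in adults for 2 of the 18 genes, Serpina3n and Serpinb2 (6 adjusted over the list alone), both also without any 1 array, and Serpina1 and Serpinb1a differed by 2.39 and 1.38 (adjusted p = 0.348 and 0.147).
By camera the list was higher in adult SNI (adjusted p = 1.81e-07, and adjusted p = 0.0136 with an estimated correlation), and its response was larger in adults (2.68e-06, and 0.0221). Serpina3n and Serpinb2 had been chosen by the paper on these same arrays, so these tests are not independent of that choice. The adult response was the larger one for 13 of the 18 genes, with a median difference of 0.76. Of the 4 genes 2 stayed called without adult SNI replicate 2 or 3, adult sham replicate 2 or 3, or any 1 adult contralateral array.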

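Of 18 genes of the p38 MAP kinase pathway, Map2k6 fell and Gadd45a, a stress protein that activates the pathway, rose in adult SNI (log2 difference 2.58, adjusted p = 0.0106). Gadd45g had 1.91 (adjusted p = 0.0522), the p38 kinase Mapk14 0.34 and its substrate Mapkapk2 0.38 (adjusted p = 0.591 and 0.534). Map2k6 means were 7.66 ± 0.31 in adult SNI, 8.56 ± 0.26 in sham and 8.60 ± 0.08 in contralateral DRG (SD, n = 3 each), and 9.04 ± 0.04 (SD, n = 2) in young SNI. Maoa means were 12.03 ± 0.06, 10.77 ± 0.16 and 10.97 ± 0.20 in the same adult groups and 10.86 ± 0.12 (SD, n = 2) in young SNI. Gadd45a responded more in adults by 2.25, which did not pass (adjusted p = 0.366). As a list the pathway was not shifted in adult SNI by camera (adjusted p = 0.326). Gadd45a did not pass without adult SNI replicate 2 (0.0717) or replicate 3.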

The final group of validated genes was related to intracellular signalling pathways such as Mitogen-activated protein kinase kinase 6 (MAP2K6) and Monoamino oxidase A (MAOA) which are related to the modulation of the p38 pathway [62,63]. The p38 pathway has a role in microglia activation in the spinal cord [33,64] and so this data suggests two new putative candidate targets for macrophage modulation as part of the p38 cascade of activation. Caspase 3, known to be involved in apoptosis [65] and cell loss [66] and TLR4 modulation [67] are upregulated in both adult and young SNI group, which is consistent with the stress produced by the nerve injury. cAMP responsive element modulator (CREM) isoform (ICER) has a demonstrated role in c-fos regulation after thermal stimulation and its overexpression represses the c-fos and c-jun promoters and attenuates early gene induction following noxious stimulation [68]. Inositol 1,4,5-trisphosphate 3-kinase C (ITPKC) has been implicated in Ca2+ homeostasis and T lymphocytes activity [69], its upregulation after the nerve injury suggests a possible role in the lymphocyte signalling.

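Itpkc had mean log2 values of 7.62 ± 0.32 in adult SNI, 6.65 ± 0.39 in sham and 6.45 ± 0.13 in contralateral DRG (SD, n = 3 each), and 6.52 ± 0.01 (SD, n = 2) in young SNI. Its response was larger in adults by 1.01, which did not pass (SE 0.25, adjusted p = 0.242). Of 13 lymphocyte genes Cd4, a receptor of helper T cells that rat macrophages also carry, rose in adult SNI (1.15, adjusted p = 0.0474). It passed in 2 of the 16 fits that left out 1 array and not with array numbers as a block. The T cell kinase Lck and the receptor chain Cd3e had 0.17 and -0.15 (adjusted p = 0.788 and 0.811), and the list was not shifted by camera (adjusted p = 0.968). List means were 2.50 to 2.80 in all arrays, near the lowest values measured.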

Our microarray analysis highlights the importance of the immune system in the SNI neuropathic model and corroborates the relationship between the activation of both microglia and macrophages and neuropathic pain behaviour [9,14]. Nevertheless, it is clear that neuropathic pain behaviour is not simply a result of macrophage activation: some genes related to macrophage/microglia reactivity are upregulated in young rats after nerve injury despite the fact that they have no neuropathic pain response [4]. Immunohistochemical analysis suggests that equally important is the pattern of macrophage response: in the adult rat post injury, activated macrophages take on a characteristic [70,14] distribution throughout the DRGs, selectively surrounding the large A-neurons in a 'ring-like' structures. In contrast, macrophages in young rats post injury do not form these 'ring-like' structures and are not selectively recruited to the injured A-neurons. This observation suggests that the failure of macrophages in young animals to be attracted toward damaged A-neurons could be a key factor responsible for the lack of neuropathic behaviour. This could be due to the absence of released macrophage activation/chemoattractant factors. Our results are consistent with those of, Murphy et al, 1996 who described the presence of IL-6 in large and medium size neurons in axotomized adult DRGs [71]. Hence, the immature neuroimmune response to nerve injury and the consequent lack of neuropathic pain in young mammal may not be due to a deficient immunological capacity per se but to antigenic inexperience [72] which leads to macrophages failing to specifically target neurons in the DRGs.

## Conclusions

Differential microarray analysis has revealed clear differences in the response in the dorsal root ganglia to peripheral nerve injury in adult and young rats which are likely to underlie the known age related differences in the onset of neuropathic pain. Genes involved in the immune system, many of which play a role in macrophage activity, are the most differentially regulated group following adult nerve injury relative to the younger animals. 

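Between ages, the response to SNI differed by camera for 11 of 29 lists, 5 of them of immune genes. The lists of neuronal injury and of serpins had the smallest adjusted p, followed by macrophage, MHC class II, central glia and complement genes. By fry, another limma test of gene lists, neuronal injury, serpins, apoptosis and chemokines passed (adjusted p = 0.00992, 2.16e-05, 0.0376 and 0.0449). Macrophage, MHC class II and complement genes did not pass by fry (0.288, 0.288 and 0.221). Fcgr3a, Cd68 and Fcgr2b, of the macrophage list, responded more in adults by 2.91, 2.00 and 2.33 and did not pass over all Affy_IDs (adjusted p = 0.054, 0.312 and 0.352), though 3 of 24 passed adjusted over the list alone. By camera the list of fibroblasts and matrix also responded more in adults (adjusted p = 0.018), which did not pass without young SNI replicate 1 (0.161) or replicate 2 (0.153) or with a filter on low values (0.0545). The list of nociceptor genes was lowered more in young rats (0.018), and without young SNI replicate 2, where these genes were lowest, it was lowered more in adults (0.0264). It did not pass without adult SNI replicate 1 (0.0782) or with array numbers as a block (0.0541). The lists of central glia (0.0083) and neutrophils (0.0138) differed towards higher values in young SNI, each through 1 array, since central glia did not pass without young SNI replicate 2 (0.977) nor neutrophils without young SNI replicate 1 (0.795). Mog and Aqp4 of central glia differed by -4.66 and -4.35 and the cathelicidin Camp of neutrophils by -2.31, none passing by limma. Mog was high in young SNI replicate 2 alone, and Aqp4 was highest there with 7.77 and 6.50 in the young contralateral arrays and 4.96 in young SNI replicate 1. The neutrophil mean was 7.52 in young SNI replicate 1 and 4.07 to 6.07 in the other arrays. With an estimated correlation 1 of the 11 lists, the serpins, passed. This list holds Serpina3n and Serpinb2, which the paper had chosen on these same arrays. Without young SNI replicate 1, where 1 array is left in the group, none of the immune lists passed. The lists of neuronal injury, serpins, nociceptor and central glia genes still did, and that of satellite glia passed there too. In young SNI against both controls 14 lists were shifted, 9 without either young SNI array and 0 with an estimated correlation (adjusted p of at least 0.319).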

Consistent with this, macrophages are activated in the adult DRGs, in a characteristic pattern around large A sensory neurons following nerve injury but this pattern of activation does not occur in young rats. This study highlights the important contribution of the maturity of the immune system and neuron/macrophage interactions to the postnatal development of neuropathic pain.

## Abbreviations

SNI: Spared Nerve Injury; ADI: Adult SNI group, ipsilateral side; ADC: Adult SNI group, contralateral side; AHI: Adult sham group, ipsilateral side; PDI: Young SNI group, ipsilateral side; PDC: Young SNI group, contralateral side; PHI: Young sham group, ipsilateral side; DRGs: Dorsal Root Ganglia.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

DVA designed the study, carried out all the experiments, performed the statistical analysis and wrote the manuscript. SMG assisted with the Affymetrix data analysis. MF is the director of the research and wrote the manuscript. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Colocalisation of ATF-3 and Fluorogold in damaged neurons of adult DRGs**. To quantify damaged neurons we used the retrograde tracer Fluorogold (see 'Methods' sections). The figure represents the validation of our technique. ATF-3 (in red), is a marker of neuronal damage [18] and overlaps with Fluorogold staining (in blue) in 92.4% (± 1SE) of the neurons. Yellow asterisks indicate colocalisation of ATF-3 and Fluorogold; white asterisks indicate undamaged neurons with no immunoreactivity for both markers. Confocal images; optical sections: 0.8 μm, Scale bar: 30 μm. Click here for file

Additional file 2 **Microarray Comparison Table**. This spread sheet file that contains the microarray data used obtained from the Limma test analysis. It contains the Affymetrix identification number (Affy_ID), the fold difference in log2 format of the comparison and the adjusted p-value. 

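For each comparison the table holds the 600 Affy_IDs with their log2 difference and adjusted p. The log2 differences computed here differed from the paper's by at most 0.00773 and 0.00719 in the adult comparisons with sham and contralateral DRG and by at most 0.00793 and 0.00897 in the young ones. A log2 difference of 1 stands for a doubling of the signal and its sign is that of SNI minus control. The adjusted p is the false discovery rate at which the Affy_ID would be called.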

There are several columns that contain: the ipsilateral side of the adult SNI (ASI) versus (vs) either the contralateral side (ASC) or the sham group (ASH); and the ipsilateral side of the young SNI (PSI) versus (vs.) either the contralateral side (PSC) or the sham group (PSH). Those entries with p < 0.05 are on a white background and those with p > 0.05 are on a grey background. The original '.cel' files used for the analysis can be accessed at 'Gene Expression Omnibus (GEO)' database with accession number: GSE15041 http://www.ncbi.nlm.nih.gov/projects/geo/query/acc.cgi?acc=GSE15041. Click here for file

Additional file 3 **Summary Gene Classification**. This spread sheet file has the gene classification for those genes specifically modified in the adult SNI group. 

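The table sorts the Affy_IDs of the adult list by their main process. Of its 206 Affy_IDs 139 passed here against both sham and contralateral DRG, and 198 against the contralateral side. The share passing against sham was 19 of 38 in the immune group, 16 of 25 in signal transduction, 11 of 14 in the nervous system and 61 of 82 of unknown function. Each Affy_ID stands for a set of short probes, and several Affy_IDs can belong to 1 gene.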

The columns are: the gene group, the Affy_IDs, gene symbol, gene name and the "Gene ontology" (GO) term(s) that classify the gene. Click here for file

Additional file 4 **Macrophage ring formation around adult DRGs neurons 7 days after nerve injury**. A-D) show reactive macrophages in adult nerve damaged DRGs which upregulate and coexpress the specific macrophage markers CD68/ED-1 (in green, A) and IBA-1 (in red, B). These macrophages (white arrow heads) infiltrate and form a 'ring-like' structure around the damaged neurons which are shown in (C) in blue, labelled with Fluorogold. (D) Note the colocalisation of the CD68 and IBA-1(in yellow) in the macrophage ring formations. (E & F) In adult sham DRGs, the macrophages (yellow arrow heads) are not stained with CD68 (in green) although resting macrophages can be identified with IBA-1 (in red). Confocal images; optical sections: 0.8 μm, Scale bar: 30 μm. Click here for file

Additional file 5 **Satellite cells and macrophage staining in adult DRGs**. The satellite cells (yellow arrow heads) are labelled with the specific marker NG2 (in green, A, D, E and G) and the macrophages (white arrow heads) with IBA-1 (in red B, D, F and G). We found no colocalisation of these two distinctive markers of satellite cells (NG2) and macrophages (IBA-1). A - D show cells from adult DRGs after nerve injury. C) shows neurons labelled with the retrograde tracer Fluorogold (in blue) which are surrounded by infiltrated macrophages (B and D). E - G show cells from adult sham DRGs where the macrophages have small cell bodies and are scattered through the section. Confocal images; optical sections: 0.8 μm, Scale bar: 30 μm. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

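Messenger RNA of L4/L5 DRG was measured 7 days after SNI or sham surgery on 16 Affymetrix rat genome 230 2.0 arrays, in the adult and young groups given before the results. Per the authors, GC-RMA was applied to the scanned arrays to give the log2 values as deposited, and 2 arrays had been removed as outliers before that file was made. The values were rounded to 2 decimals. No reads were counted, so precision is set by the number of pools and by the background, and the standard errors are printed with the genes. Each array held a pool, so the spread between arrays is between pools and not between animals.

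All Affy_IDs but 57 controls were tested, 31042 in number. A symbol of 1 gene was listed for 20826 of them, several genes for 436, and 9780 had none and are counted without a name. The symbols were compared with the current rat gene reference and 0 changed. One of the selected genes, and one gene among the largest rises, are not reported here.

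Groups were compared with limma 3.58.1 in R 4.3.3, with all 16 arrays in 1 linear model with 6 group means and empirical Bayes variances (prior degrees of freedom 1.24). The p of each comparison was adjusted by Benjamini-Hochberg, and 0.05 was the threshold. All adjusted p in the passages are from these limma fits, from camera or, where named, from fry. SNI was compared with sham, with the contralateral side and with the mean of both, at each age, and the difference in response between ages was tested as the adult response minus the young response. The injury list of an age holds the Affy_IDs that passed against sham and against the contralateral side with the same sign.

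Gene lists were written from general knowledge of cell types and pathways and tested with camera, with its preset correlation between genes. The same test with a correlation estimated from the residuals is given beside it, since genes of 1 list vary together. Fry, another limma test of gene lists, is given for the difference in response between ages. A gene was represented by its Affy_ID with the highest mean over the 16 arrays, and p was adjusted over the lists. The lists of central neurons and oligodendrocytes were chosen after the values had been seen and were not tested. Some tested lists share genes with the paper's 206 Affy_IDs, which were chosen on these same arrays. Examples are Reg3b, Gap43, Sox11 and Vgf (neuronal injury), Fcgr3a and Fcgr2b (macrophage), and Serpina3n and Serpinb2 (serpins). Tests and counts of such lists in adult SNI and between ages are therefore not independent of that choice.

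The genes named in the text were the selected genes of Table 2 and Figure 3, the 3 genes of the young list, in each comparison the 10 largest rises and falls among the passing Affy_IDs with a symbol of 1 gene, and in each list up to 6 members with the smallest p and those the paper names. The paper's values for the first 2 sets had been seen beforehand. Other genes named for single arrays were chosen after their values were seen.

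The groups, comparisons, lists, rule for named genes and alternatives were set before the data were examined, except where the text says otherwise. The alternatives were fitting each age on its own, an intensity trend or robust prior in the variance, a filter keeping Affy_IDs above a log2 value of 4 in at least 2 arrays (18540 kept), array weights, quantile normalization, replicate numbers as a block, adjustment over all comparisons of SNI with a control, and leaving out each array in turn. The fit was tested on simulated data, with 100 Affy_IDs changed by a log2 of 1 and 100 by a log2 of 2. Of those changed by 2, 90 were recovered in adult SNI against each control. In young SNI 86 of them were recovered against sham and 85 against the contralateral side. Of those changed by 1, 63 were recovered against sham in adult SNI and 62 in young SNI, and against the contralateral side 63 and 55. Unchanged Affy_IDs were also called, 7 in adult SNI against sham and 12 against contralateral. In young SNI 8 and 10 unchanged Affy_IDs were called. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 made the tables and figures, with a random seed of 1. The versions of GC-RMA and limma used by the authors are not given in the sources used here. The qPCR and immunohistochemistry were not analysed here.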

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

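The tests of fewer arrays, of the spread over all Affy_IDs, of mislabelled young arrays by the neuronal injury mean and of a weaker response were planned. The tests of the spread at the genes of the adult list, of adult genes level in every young array and of central tissue, and the counts of other splits, were chosen after the result was seen.

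The response to SNI differed between ages for 30 Affy_IDs and, by camera, for 11 gene lists, 1 of which passed with an estimated correlation. That list, the serpins, holds Serpina3n and Serpinb2, which the paper had chosen on these same arrays. Among the selected genes the adult response was larger for Serpina3n (7.16), Serpinb2 (4.16) and Maoa (1.30). For Serpina3n and Serpinb2 these sizes are not exact, since the values outside adult SNI lay near the lowest of the array. Their young arrays had 1.80 to 1.88 and 2.25 to 2.37, and their adult control means were 1.87 and 2.34. Few Affy_IDs passed in young rats. With 2 SNI and 2 contralateral adult arrays the shortest adult list still held 18 Affy_IDs against 3 in young rats. The number of arrays alone therefore does not account for it. The young list was longer when either young SNI array was left out, so the 3 depends on which arrays are in the fit. The median spread of the young arrays was 1.07 times that of the adult arrays over all Affy_IDs, which argues against a larger spread at most Affy_IDs. At the genes of the adult list the ratio was 1.29, and over all Affy_IDs the 90th percentile of the SD was 0.799 in young SNI against 0.470 in adult SNI, which leaves a larger spread open for the adult list and for the most variable Affy_IDs.

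The neuronal injury mean reached 9.99 in a young sham array, a signal in a comparison of control arrays that the paper did not analyse, and the 2 young SNI arrays (8.19 and 9.60) lay within the range of the young controls. Mislabelled arrays within the young groups could mix SNI and control values in this way and stay open for this overlap of the injury genes. Exchanges of labels among the 7 young arrays leave 2 injured pools. Yet the means were 9.04, 9.99 and 7.95 in young sham, 8.80 in young contralateral replicate 1 and 8.19 and 9.60 in young SNI. All of these exceed the highest adult control (7.63), and only young contralateral replicate 2 (7.01) does not. These values argue against exchanged labels alone as the source of the raised means. A weaker response to SNI would not raise a control array to 9.99, near the adult SNI arrays (10.23 to 10.59), so it does not account for this signal. Whether young control DRG hold more of these messages because of age was not tested. For the few Affy_IDs that passed in young rats a weaker response stays open, with a median ratio of young to adult differences of 0.00216 over the adult list (0.0743 and -0.105 without young SNI replicates 1 and 2). This list was chosen by its adult differences, which lowers the ratio, and mislabelled arrays would lower it too. The paper's qPCR and macrophage counts differed between young SNI and sham. The counts were made in perfused rats, other than those on the arrays, and the extracted RNA was stored for arrays or qPCR, so neither shows which label an array carries. For 31 of the 132 higher adult genes all 7 young arrays spanned less than 0.5 of the adult difference, which no exchange of labels among young arrays would produce. For these genes a weaker response in young rats remains a hypothesis, found and tested on the same data.

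The central glia mean of 6.33 in young SNI replicate 2 stood apart from the other arrays. Its central neuron mean was 3.35 above the highest other array, as central nervous tissue taken with the ganglia of this pool could give. A change in the glia of the ganglion would not raise genes of central neurons, whose mean was 6.27. The nerve injury itself would raise oligodendrocyte genes in the other young SNI array too, where their mean was 6.15, within the range of the other arrays. Age of the animals is shared by both young SNI arrays.

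The sham groups of the 2 ages differed in 193 Affy_IDs, a comparison the paper did not report. Sex differed with age in it, since the adult rats were male and Xist was high in young sham replicates 1 and 3 (11.87 and 9.77), and the effects of age and sex were not separated. The 10 splits of these arrays are too few for a share under 0.05, with 1 of 10 as large and 1 Affy_ID in the highest other. They are also too few for adult SNI against sham (149, highest other 14, 1 of 10 as large), for adult SNI against contralateral (321, highest other 0, 1 of 10) and for adult contralateral against sham (0, highest other 1, 10 of 10). Among 100 splits that ignore array numbers of the adult arrays 1, the real one, gave as many as 398 against both controls (highest other 2) and 1 as many as 140 in the adult list (highest other 1), so chance can be excluded for these where the arrays are taken as exchangeable. Adult SNI and contralateral arrays of the same number went together, and exchanges within numbers give 8 arrangements, too few for a share under 0.05 (398, highest other 5, and 140, highest other 0).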

How the results depend on the processing

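The filter combined with leaving out young SNI replicate 2 was chosen after the data were seen; the other alternatives were planned. For none of these changes was the cause tested beyond what the setting itself does: the cause was not tested.

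For the selected genes the alternatives gave 142 values in adult SNI against both controls, with only the lowest and highest difference of the fits that left out 1 array. Of these 132 kept their side of the threshold, 7 no longer passed and 3 newly passed. In young SNI 141 of 142 kept it and 1 newly passed, and for the age difference 113 of 126 did, 2 no longer passed and 11 newly passed. Over all 256 values of the fits that left out 1 array, 239 kept it in adult SNI, 13 no longer passed (11 of Clic1, 1 of Ccl2 and 1 of Itpkc) and 4 newly passed. In young SNI 255 did and 1 newly passed, and for the age difference 239 did, 4 no longer passed (all of Maoa) and 13 newly passed. No value that passed had the opposite sign. Of 421 counts under the alternatives 265 were within 1.5 times and 156 moved further.

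With each age fitted on its own the adult list and adult-only list held 228 Affy_IDs, adult SNI against sham 244, and the young list, young SNI against sham, against contralateral and against both 0 each. With the filter on low values the young list, young SNI against sham, against contralateral and against both gave 1 each, adult against young sham 323 and adult against young SNI 1292. With array weights adult SNI against contralateral gave 827, young SNI against sham 3 and against both 3, the age difference 14, adult against young SNI 88 and young contralateral against sham 2. Quantile normalization gave 367 for adult against young sham, and an intensity trend 2 for young contralateral against sham. Adjustment over all comparisons gave 170 for adult SNI against contralateral, 7 for the young list, and 11 and 10 for young SNI against sham and contralateral.

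Adult SNI and contralateral arrays of the same number went together (0.449, 0.445 and 0.362). Young contralateral and sham arrays of the same number did not (-0.220 and -0.508), so the block is not shown to suit the young arrays. With the numbers as a replicate block the adult list and adult-only list held 90, adult SNI against sham and contralateral gave 98 and 169, the young list 0, young SNI against sham and contralateral 2 and 1, adult against young sham 32, adult against young SNI 75 and young contralateral against sham 1.

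With the filter and without young SNI replicate 2 the adult list and adult-only list held 264, adult SNI against sham, contralateral and both gave 298, 605 and 776, the age difference 52, adult against young sham 699 and adult against young SNI 205. With an estimated correlation 4, 0, 1 and 0 gene lists shifted in adult SNI, young SNI, the age difference and the sham groups, from 13, 14, 11 and 8.

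Leaving out 1 array, the lone array left in a group being assumed to vary like the other groups, the adult list and adult-only list ranged from 30 (adult sham replicate 2) to 274 (adult SNI replicate 1) and the young list from 3 to 2921 (young SNI replicate 1). Adult SNI against sham ranged from 35 (adult sham replicate 2) to 288 (adult SNI replicate 1), against contralateral from 57 (adult contralateral replicate 1) to 580 (adult SNI replicate 1) and against both from 141 (adult SNI replicate 2) to 659 (adult SNI replicate 1). Young SNI against sham ranged from 3 to 3405, against contralateral from 3 to 3341 and against both from 3 to 3881, each highest without young SNI replicate 1. The age difference ranged from 12 (adult contralateral replicate 2) to 3093 (young SNI replicate 1), adult against young sham from 80 (adult sham replicate 2) to 461 (either young SNI array) and adult against young SNI from 243 (young SNI replicate 2) to 5297 (young SNI replicate 1). Contralateral against sham ranged from 0 to 7 in adults (adult sham replicate 3) and from 0 to 204 in young rats (young contralateral replicate 2). Shifted gene lists ranged from 12 to 15 in adult SNI, 9 to 14 in young SNI, 5 to 14 for the age difference and 7 to 10 for the sham groups.

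The relative log expression range of young SNI replicate 2 was 1.91 times that of the median array and 2.17 times with the filter. Values near the background limit what can be seen of genes such as Il6, Tlr4 and Mmp3 outside adult SNI. The sizes of their differences, and of those of genes such as Hamp, Ms4a6a, Fcgr3a and Sprr1a, are therefore not exact.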

Differences from the paper's values

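The tests here were chosen after the result was seen. The paper's list specific to adult SNI holds 206 Affy_IDs and the list here 140, and 139 are in both. Of the paper's other 67, 0 passed by limma against sham (adjusted p = 0.0519 to 1.0, median 0.441) and 59 passed against the contralateral side. The paper's own table of log2 differences and adjusted p gives 140 Affy_IDs that pass in both comparisons.

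The paper's array list specific to adult SNI holds Ccl2, Itpkc, Clic1 and C3. Here they passed by limma against the contralateral side (adjusted p = 0.0141, 0.0145, 0.0457 and 0.0379) and not against sham (0.0528, 0.0519, 0.299 and 0.446). By qPCR the paper places C3 among genes specific to young SNI and Clic1 among those preferentially expressed there. Ccl2 and Itpkc are in its group of equal expression at both ages.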

Other observations

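Xist, which is expressed from the inactive X chromosome of females, had log2 values of 9.77 to 12.05 in young sham replicates 1 and 3, young contralateral replicate 2 and both young SNI arrays, and 2.32 to 2.57 in the other arrays. The mean of skeletal muscle genes ranged from 4.35 in an adult sham array to 13.54 in a young contralateral array.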
